# Basonuclin-2 regulates extracellular matrix production and degradation

**DOI:** 10.26508/lsa.202301984

**Published:** 2023-08-03

**Authors:** Ayla Orang, B Kate Dredge, Chi Yau Liu, Julie M Bracken, Chun-Hsien Chen, Laura Sourdin, Holly J Whitfield, Rachael Lumb, Sarah T Boyle, Melissa J Davis, Michael S Samuel, Philip A Gregory, Yeesim Khew-Goodall, Gregory J Goodall, Katherine A Pillman, Cameron P Bracken

## Abstract

Epithelial–mesenchymal transition is essential for tissue patterning and organization. It involves both regulation of cell motility and alterations in the composition and organization of the ECM—a complex environment of proteoglycans and fibrous proteins essential for tissue homeostasis, signaling in response to chemical and biomechanical stimuli, and is often dysregulated under conditions such as cancer, fibrosis, and chronic wounds. Here, we demonstrate that basonuclin-2 (BNC2), a mesenchymal-expressed gene, that is, strongly associated with cancer and developmental defects across genome-wide association studies, is a novel regulator of ECM composition and degradation. We find that at endogenous levels, BNC2 controls the expression of specific collagens, matrix metalloproteases, and other matrisomal components in breast cancer cells, and in fibroblasts that are primarily responsible for the production and processing of the ECM within the tumour microenvironment. In so doing, BNC2 modulates the motile and invasive properties of cancers, which likely explains the association of high BNC2 expression with increasing cancer grade and poor patient prognosis.

## Abstract (precis)

Basonuclin-2 (BNC2) is identified as a novel regulator of genes associated with the extracellular matrix and cytokines in fibroblasts. BNC2 is thereby identified as a novel regulator of the tumour microenvironment where its high expression correlates with poor prognosis.

## Introduction

The interchangeable transformation between cells displaying epithelial or mesenchymal characteristics (epithelial–mesenchymal transition [EMT]) facilitates both the migration of cells in a mesenchymal state and the subsequent re-establishment of an epithelium. This is required at multiple stages during development, including gastrulation, the migration of neural crest cells, and in the formation of structures such as heart valves and kidney tubules. Along with the reversion back to epithelial form (MET), EMT then continues to play important roles in the adult, one example being tissue repair where migration across a wound and subsequent re-epithelialization is required for healing. However, this same process that facilitates motility can also be commandeered by cancer, with EMT/MET facilitating the local invasion of cancer cells and each of the subsequent steps of intravasation, extravasation, and secondary tumour growth that are associated with metastatic progression (1, 2).

One of the most central aspects of EMT is the critical role it plays in guiding the formation and organization of the ECM; a complex network of proteins (known as the “matrisome”) that provides an anchorage point for cells that regulates the activation of signaling pathways driven by biomechanical and chemical signals and whose composition is altered within the tumour microenvironment (3, 4). Coupled with elevated stemness and chemoresistance, that is, bestowed by mesenchymal gene expression, it is not surprising that patients whose tumours have higher EMT signatures generally have worse prognosis (5). Because of the importance of EMT and the cancer-associated properties of mesenchymal cells, gaining a better understanding of EMT, the ECM and novel regulators of these processes are of significant interest. In this study, we interrogate the function of one such potential new regulator, basonuclin-2 (BNC2), initially selected on the basis of its mesenchymal-specific expression and its predicted direct repression by miR-200; a potent enforcer of the epithelial phenotype and a critical regulator of the E/M status of cells (6, 7).

With the exception of one in silico study in which BNC2 was proposed to drive a mesenchymal state solely on the basis of its co-expression with other genes (8), nothing has been reported specifically linking BNC2 to EMT. However, a number of reports do implicate this gene in various important processes, including cancer. Single-nucleotide polymorphisms (SNPs) in the physical proximity of the BNC2 gene were identified by genome-wide association study (GWAS) as having the highest association with ovarian cancer risk (9). Subsequent mapping studies reaffirmed this observation, repeatedly identifying SNPs (10, 11, 12, 13), not within the protein-coding region of BNC2, but at sites that are either intronic or within a 44 kb region upstream of the BNC2 transcription start site. Coupled with observations that BNC2 expression is lower in ovarian cancer cell lines compared with normal tissue (14) and that the deletion of SNP-containing regions decreases expression (11), BNC2 was thereby implicated as an important cancer-associated gene. Similar studies also note the association of BNC2-related SNPs across a range of cancer types (esophageal (15), prostate (16), bladder (17, 18, 19), liver (20), skin (21, 22, 23), uterus (24, 25), stomach (26), and lung (27)).

Developmental functions are also indicated through deletion or mutation of the *BNC2* locus. In mice, BNC2 knockout is typically embryonic lethal, with survivors dying shortly after birth with craniofacial abnormalities, consistent with BNC2 expression in mesenchymal cells of the palate and mesenchymal sheaths surrounding cartilage and bone (28). BNC2 expression is induced during cartilage differentiation in the developing arm (29) and surviving BNC2−/− mice display dwarfism, leading to the suggestion that BNC2 may be required for the survival or development of chondrocytes (30). This in turn may explain extensive GWAS-linking *BNC2* with adolescent idiopathic scoliosis (31, 32, 33, 34, 35, 36). Body curvature is reported in BNC2 knockout zebrafish that also display developmental defects of the urinary tract (37), another phenotype linked to BNC2 by human GWAS (38, 39). BNC2−/− mice also possess shorter hair follicles, leading to the characterization of BNC2 expression in mesenchymal stem-like hair follicle progenitor cells (30). Lastly of note, a mutagenesis approach in zebrafish linked BNC2 to a defective striping pattern, where it was then discovered that BNC2 is required for the survival and development of chromatophore cells that are responsible for pigmentation (40, 41). Again, this is reflected in extensive human GWAS that have implicated BNC2 with skin tone and freckling (42, 43, 44, 45, 46, 47, 48, 49, 50). A diverse array of phenotypic effects are thus linked to the perturbation of BNC2; however, these may still point to common mechanisms in cell survival, migration, differentiation, or some aspect of EMT that manifests differently depending upon the nature of BNC2 dysregulation and the developmental or cancer context being examined.

In this study, we sought to explore the role of BNC2 in mesenchymal breast cancer cells in which it is naturally highly expressed. We find BNC2 is not simply another general promoter of the mesenchymal phenotype, but instead regulates the composition and digestion of the ECM, which is consistent with the migratory, invasive phenotype that endogenous BNC2 promotes in cancer cells. This is also consistent with a very recent report in which BNC2 was associated with myofibroblast activation in fibrotic livers (51).

Here, we report that BNC2 is most highly expressed in tissue fibroblasts, the cell type, that is, primarily responsible for the constitution of the ECM, where BNC2 regulates the level of secreted collagens and metalloproteases and the capacity of cells to digest a gelatin substrate. The ECM as a whole is neither oncogenic nor tumour suppressive, with extensive reports of both roles in cancer depending upon context. Likewise, we note an intriguing paradox whereby reduced BNC2 expression is generally associated with tumours; however, very high BNC2 expression is associated with poor patient prognosis and higher tumour grade. We hypothesise that the extensive regulation of ECM composition and digestion, that is, controlled by BNC2 in both cancer cells and fibroblasts is central to its frequently reported role in cancer and development, but which until now has remained largely mechanistically uncharacterised.

## Results

### BNC2 is a mesenchymally expressed, EMT-responsive gene, that is, targeted by miR-200

Whether a cancer has predominantly epithelial or mesenchymal features can have a profound effect on patient outcome, with mesenchymal characteristics promoting both the invasiveness of cells and stem-like, chemoresistant properties (1, 2). In an effort to characterize such tumours, individual breast cancer patient biopsies were scored against an E/M gene expression signature (52), which indicated that tumours with high BNC2 expression are more mesenchymal in their nature (Fig 1A–D). This is the case regardless of breast cancer subtype (Fig 1E) and is true, not only across primary tumours but also across breast cancer cell lines (Fig 1F). Consistent with a gene whose expression is predominantly mesenchymal, BNC2 expression is progressively increased in epithelial cells subjected to treatment with EMT-inducing TGF-β (Fig 1G–I). Unfortunately, the measurement of BNC2 expression is limited to mRNA as, despite published and commercially available antibodies, we have not been able to demonstrate that any are reliably capable of detecting BNC2 protein, both at endogenous levels and when tagged versions are expressed (Fig S1). Consistent with a mesenchymally expressed gene, and with that of a potential EMT-driver, the 3′UTR of BNC2 also possesses predicted target sites for both targeting classes of the miR-200 family (miR-200b/200c/-429 and miR-200a/-141) (Fig 1J), especially miR-200b/-200c/-429 for which there are three putative sites (two very confidently predicted), placing it within the top 2.5% of all miR-200c predicted targets (TargetScan algorithm, (53)). Accordingly, miR-200c decreases the expression of endogenous BNC2 mRNA and the activity of a BNC2-3′UTR luciferase reporter (Fig 1K and L).

**Figure 1.**
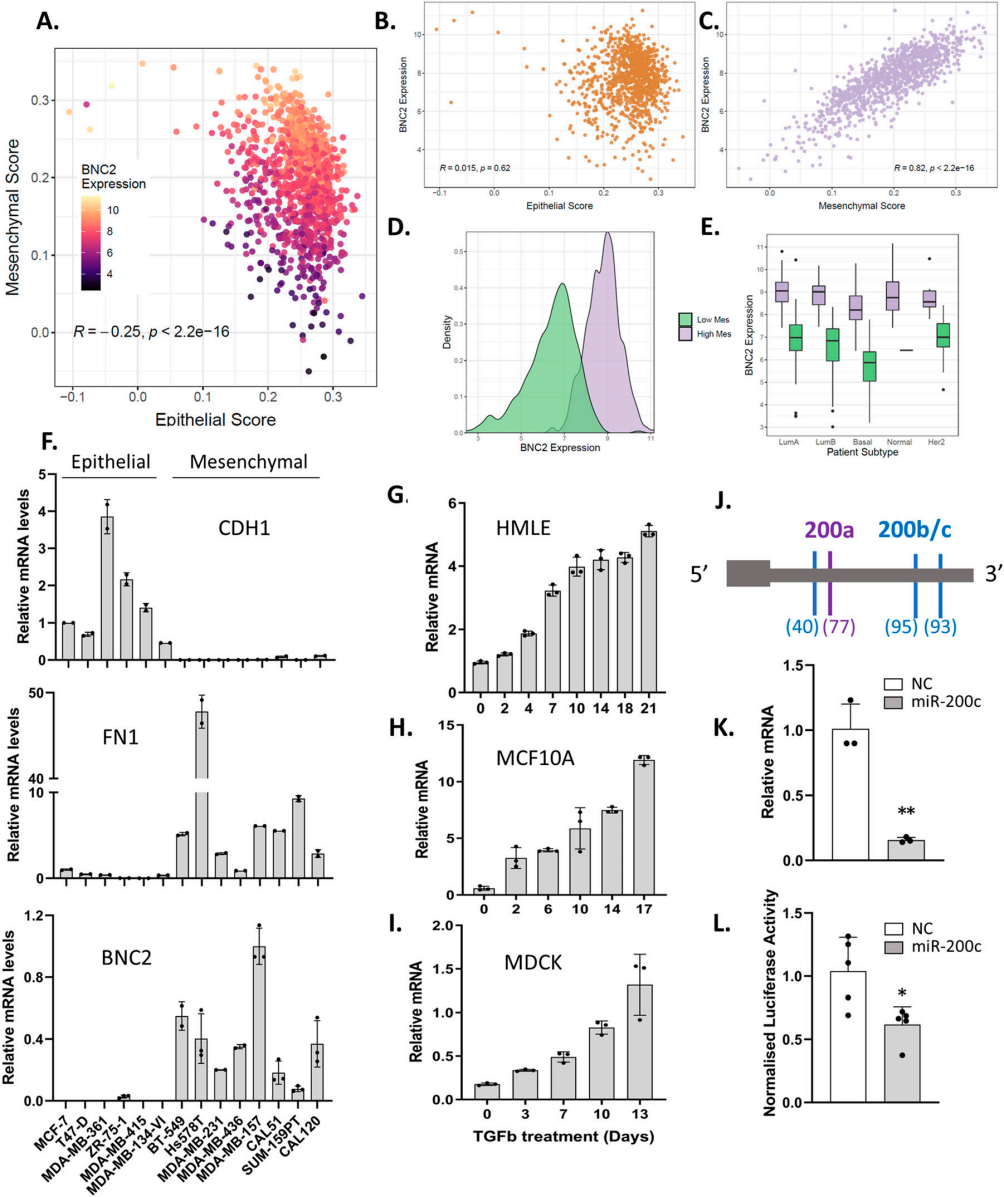
Basonuclin-2 (BNC2) is a mesenchymally expressed, epithelial–mesenchymal transition responsive gene, that is, targeted by miR-200. **(A)** An epithelial or mesenchymal score is attributed to individual tumours (breast cancer, TCGA) based upon previously established gene signatures (52). **(B, C)** BNC2 expression is labelled for all tumours on an epithelial versus mesenchymal axis, or when epithelial (B) or mesenchymal (C) genes are considered separately. **(D)** BNC2 expression across breast cancer samples (TCGA) stratified by high versus low mesenchymal score. **(E)** BNC2 expression in TCGA samples across breast cancer subtypes, stratified by mesenchymal score. **(F)** BNC2 expression as measured by qRT-PCR across a panel of human breast cancer cell lines. CDH1 (E)-cadherin is an epithelial marker, FN1 (fibronectin) is a mesenchymal marker. **(G, H, I)** Relative BNC2 expression upon continuous TGF-β treatment of multiple epithelial-like cell lines (G) HMLE; (H) MCF10A; (I) MDCK). **(J)** Predicted miR-200–responsive target sites within the BNC2 3′UTR. Scores (in brackets) for miR-200a or miR-200b binding are taken from TargetScan 7.1, in which the most confidently predicted sites are indicated by scores closer to 100. **(K)** BNC2 expression as measured by qRT-PCR in response to miR-200c in mesHMLE cells. **(L)** Normalized activity of a BNC2-3′UTR Renilla/luciferase reporter gene in response to miR-200c. All data are representative of triplicate experiments. * indicates *P* < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t* test) relative to control transfection.

**Figure S1.**
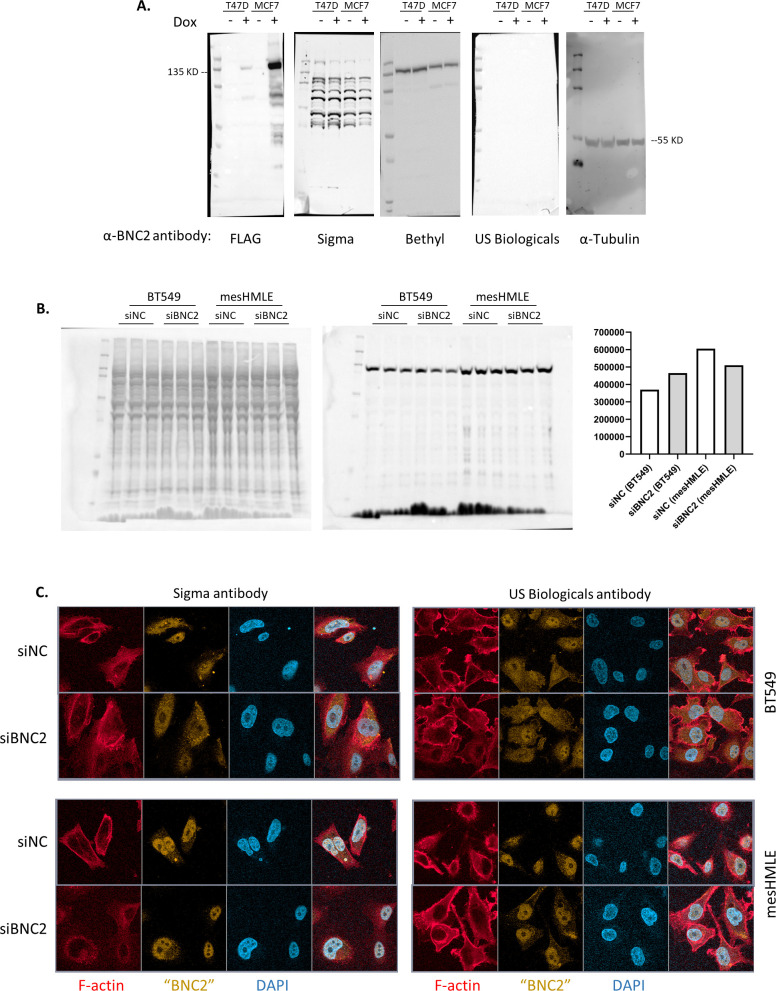
Commercial antibodies do not detect basonuclin-2 (BNC2). **(A)** Three commercial anti-BNC2 antibodies were tested by Western blotting for the detection of BNC2–FLAG expression in Dox-inducible cell lines. BNC2–FLAG was only detected using the FLAG antibody. Further experiments (not shown) altering Western blotting conditions or attempting to detect endogenous BNC2 in BT549 or HS578T cells in the presence or absence of BNC2 siRNA were also unsuccessful. **(B)** Sigma anti-BNC2 antibody (middle panel) was used in a Western blot of cell extracts from BT549 and mesHMLE cells (both cell lines express high endogenous BNC2 mRNA). Total protein left panel, bands were quantitated and normalized to total protein on right graph. BNC2 siRNAs do not reduce band, despite reducing BNC2 mRNA. **(C)** Immunofluorescence using two of the above BNC2 antibodies. Again, signal is not reduced by BNC2 siRNA.

### BNC2 is not a general promoter of EMT

BNC2 is widely believed to function as a transcription factor (TF) based on its reported nuclear localization and the presence of four C2H2-type Zn-finger motifs, reminiscent of other DNA binding proteins. Coupled with its mesenchymal expression, induction in response to TGF-β and targeting by miR-200 (Fig 1), we initially hypothesized that BNC2 is likely to directly drive a mesenchymal transcriptional program, reminiscent of well-characterized EMT-promoting TFs such as PRRX1 and members of the ZEB, SNAIL, and TWIST families (54). Accordingly, BNC2 expression is positively correlated with these genes and with other markers of mesenchymal cells across cancer cell line encyclopedia (CCLE) and breast cancer patients (TCGA) (Fig S2). Conversely, BNC2 expression negatively correlates with epithelial markers such as CDH1, ESRP1, and ESRP2.

**Figure S2.**
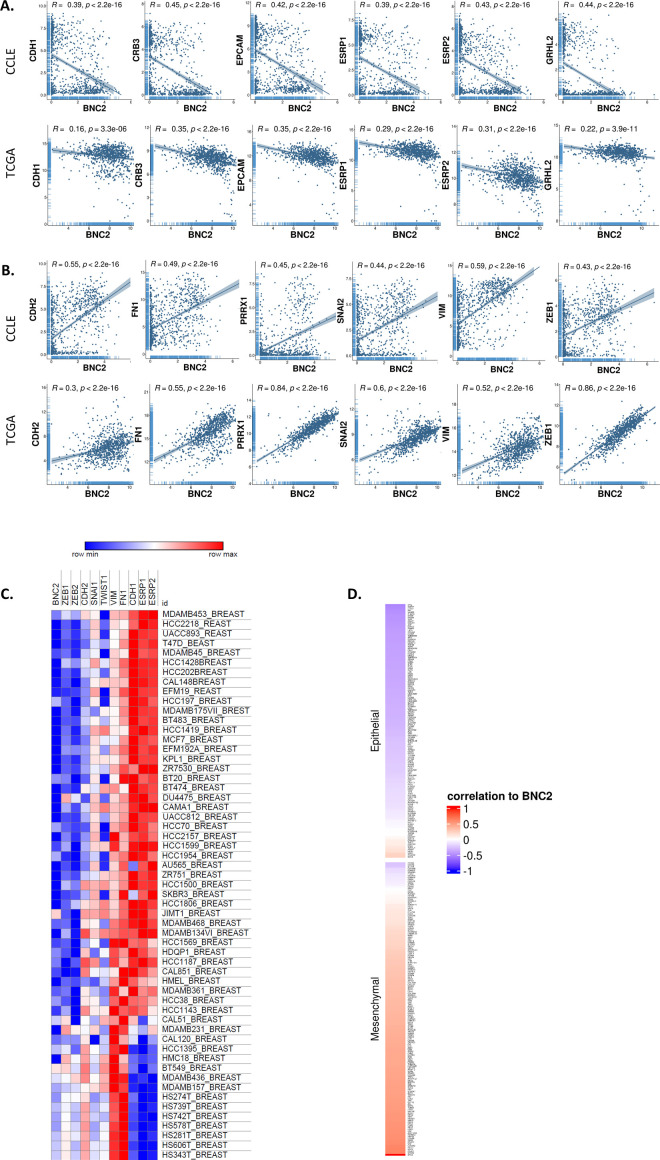
Basonuclin-2 (BNC2) expression correlates with that of epithelial–mesenchymal transition markers. **(A, B)** Correlation of expression between BNC2 and markers of (A) epithelial (CDH1, CRB3, EPCAM, ESRP1, ESRP2, GRHL2) or (B) mesenchymal (CDH2, FN1, PRRX1, SNAI2, VIM, ZEB1) cells are shown across the Cancer Cell Line Encyclopedia (CCLE) or The Human Genome Atlas (TCGA). Pearson correlation values are shown. **(C)** Heat map of relative expression of epithelial–mesenchymal transition–associated genes across breast cancer cell lines derived from CCLE. **(D)** BNC2 expression was correlated across the CCLE with the same 146 gene epithelial/mesenchymal signature used in Fig 1A.

To test our hypothesis that BNC2 drives a mesenchymal phenotype, BNC2 was knocked down in three breast cancer cell lines (BT549, HS578T, and mesHMLE) in which it is relatively highly expressed (Fig 2A–C) or was induced in MCF7 cells in which it is not normally present (Fig 2D and E). Expression of genetic markers of mesenchymal or epithelial status was then assessed by qRT-PCR. Other than a consistent reduction in ZEB2 upon BNC2 knockdown, common markers of EMT were either unaffected, or only modestly altered, but in a cell-specific manner that was not consistent with the maintenance or enforcement of a mesenchymal phenotype as we had hypothesized. Similarly, if BNC2 knockdown were to drive MET, one would anticipate consistent trends in the expression of the same genes used to score the epithelial or mesenchymal characteristic of tumours in Figs 1A and 2F. No such trend was observed. Furthermore, BNC2 perturbation had no obvious effect on cell morphology (Fig S3) or on the distribution of actin or other EMT markers as examined by immunofluorescence (Fig S4). 

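In the RNA-seq of BT549 cells, a mesenchymal-like breast cancer cell line, 3 libraries from cells transfected with BNC2 siRNA were compared with 3 libraries from cells transfected with negative control (NC) siRNA. The values are the read counts per gene deposited by the authors, tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 12186 genes. Of the 67 epithelial genes that could be read from Fig 2F, 65 had more than 1 CPM (counts scaled by library size) in at least 3 libraries, and ESRP2 and SPINT2 did not. Of the 65, 24 were up-regulated and 29 down-regulated at an adjusted p-value of at most 0.05. Adjusted over the list alone, 25 were up-regulated and 29 down-regulated. Their median log2 fold change was -0.07, and the single genes ranged from a fall of GDF15 (log2 fold change -6.76, standard error 0.12, adjusted p = 1.8e-16) to a rise of EXPH5 (log2 fold change 4.34, standard error 0.27, adjusted p = 4.7e-10). Of the 77 mesenchymal genes other than BNC2, 75 passed the same filter, and COL15A1 and TNS1 did not. Of the 75, 36 were up-regulated and 31 down-regulated, with a median log2 fold change of 0.09, and the counts adjusted over the list alone were also 36 and 31. More than 3-fold, 7 epithelial genes were up-regulated and 8 down-regulated, and 3 mesenchymal genes were up-regulated and 12 down-regulated. Of all genes tested, 7.17% changed that much. As sets, neither list had a net shift against the other genes tested, with limma's camera test giving an adjusted p of 0.783 for each. Rises and falls within a list cancel in this test, so it does not show that the lists were unchanged. The alternative that moved these results most was fry, which tests a set against no change and gave an adjusted p of 0.0086 for the epithelial genes and 0.100 for the mesenchymal genes. RNA-seq of mesHMLE cells was not analysed here.
The marker genes of Fig 2A also moved both ways in these RNA-seq libraries. ZEB2 fell from 98.8 ± 5.37 CPM (SD, n = 3) to 42.5 ± 3.23 CPM (SD, n = 3), with a log2 fold change of -1.22 (standard error 0.07, adjusted p = 1.8e-10). CDH2 rose from 152 ± 4.03 to 391 ± 5.08 CPM (log2 fold change 1.36, standard error 0.05, adjusted p = 1.5e-12). The rises of ZEB1 (log2 fold change 0.34), FN1 (0.39) and VIM (0.18) were smaller, with adjusted p-values of 0.00045, 8.9e-06 and 0.0075. The rise of VIM was 0.10 and no longer passed the threshold (adjusted p = 0.0899) when libraries were scaled by total counts only. CDH1 had 1 count in 1 NC siRNA library and none in the others, and ESRP1 had 0 counts in each library, so neither gene could be compared at this depth. The paper takes the absence of a common trend together with qRT-PCR, cell morphology and immunofluorescence to argue against BNC2 directly driving a mesenchymal phenotype, and leaves open a role in a hybrid state.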

Although we cannot discount a role for BNC2 as a promoter of some aspect of a hybrid E/M state, these observations collectively argue against BNC2 directly driving a mesenchymal phenotype, despite itself being highly mesenchymal-specific in its pattern of expression.

**Figure 2.**
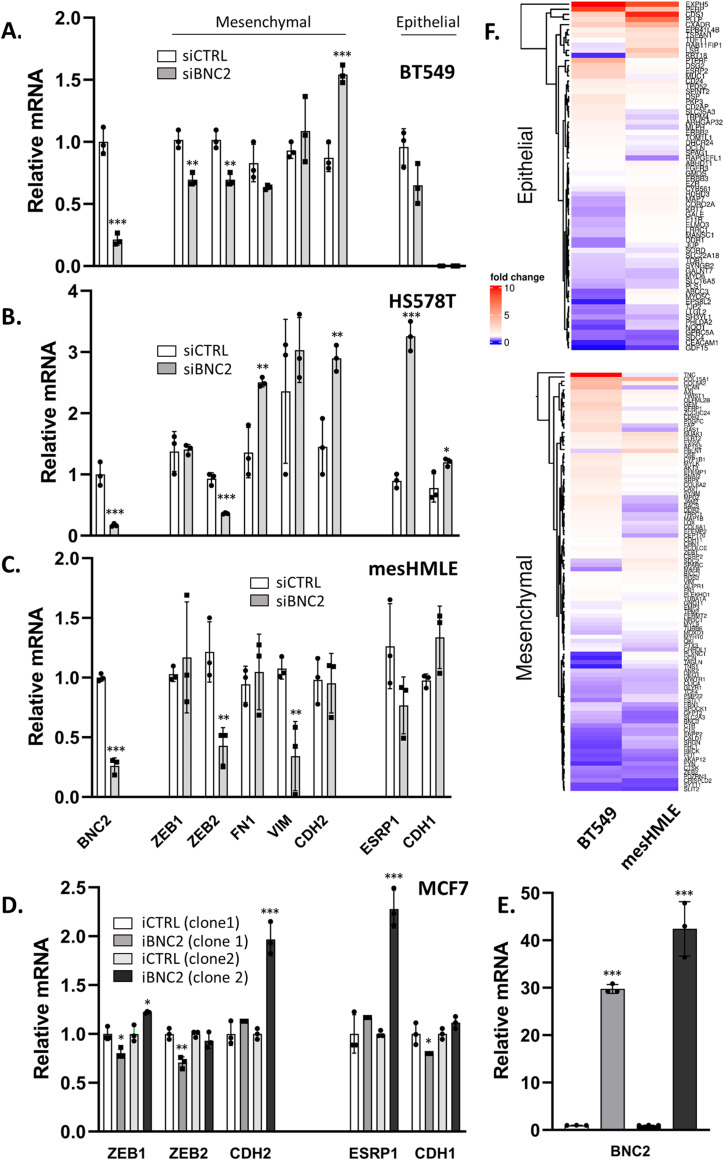
Basonuclin-2 (BNC2) is not a core regulator of epithelial–mesenchymal transition. **(A, B, C)** Gene expression was measured by qRT-PCR after two rounds of transfection of BNC2 siRNAs across 6 d in (A) BT549, (B) HS578T, and (C) mesHMLE cells. **(D)** Gene expression was measured after Dox-mediated induction of a stably introduced BNC2 full-coding sequence in two MCF7 clonal cell lines. Gene expression of mesenchymal and epithelial markers are indicated. **(E)** BNC2 RNA induction upon Dox treatment. All data are representative of multiple experiments. **(A, B, C, D)** * indicates *P* < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t* test) relative to either control transfection (A, B, C) or no Dox (D). **(F)** Fold change as assessed by RNA-Seq in the expression of epithelial or mesenchymal marker genes after BNC2 knockdown in BT549 and mesHMLE cells. From the 146 epithelial–mesenchymal transition signature genes, all genes that are expressed at >1 cpm in both cell lines are shown.

**Figure S3.**
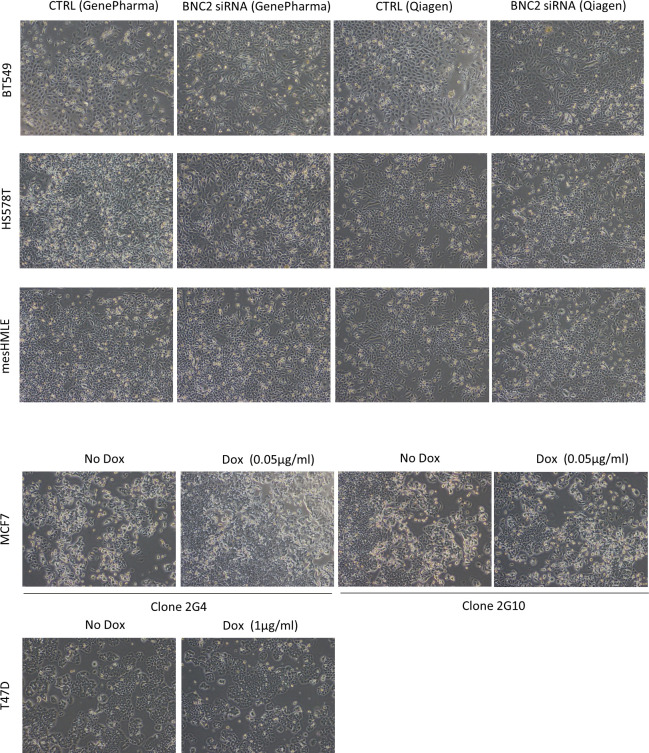
Basonuclin-2 (BNC2) perturbation does not affect cell morphology. Cell morphology of multiple breast cell lines in response to BNC2 perturbation are shown as labelled. Cells (BT549, HS578T, mesHMLE) were either transfected with two rounds of BNC2 siRNA across 6 d or subjected to Dox-induction of full-length BNC2–FLAG (MCF7, T47D) for 3 d.

**Figure S4.**
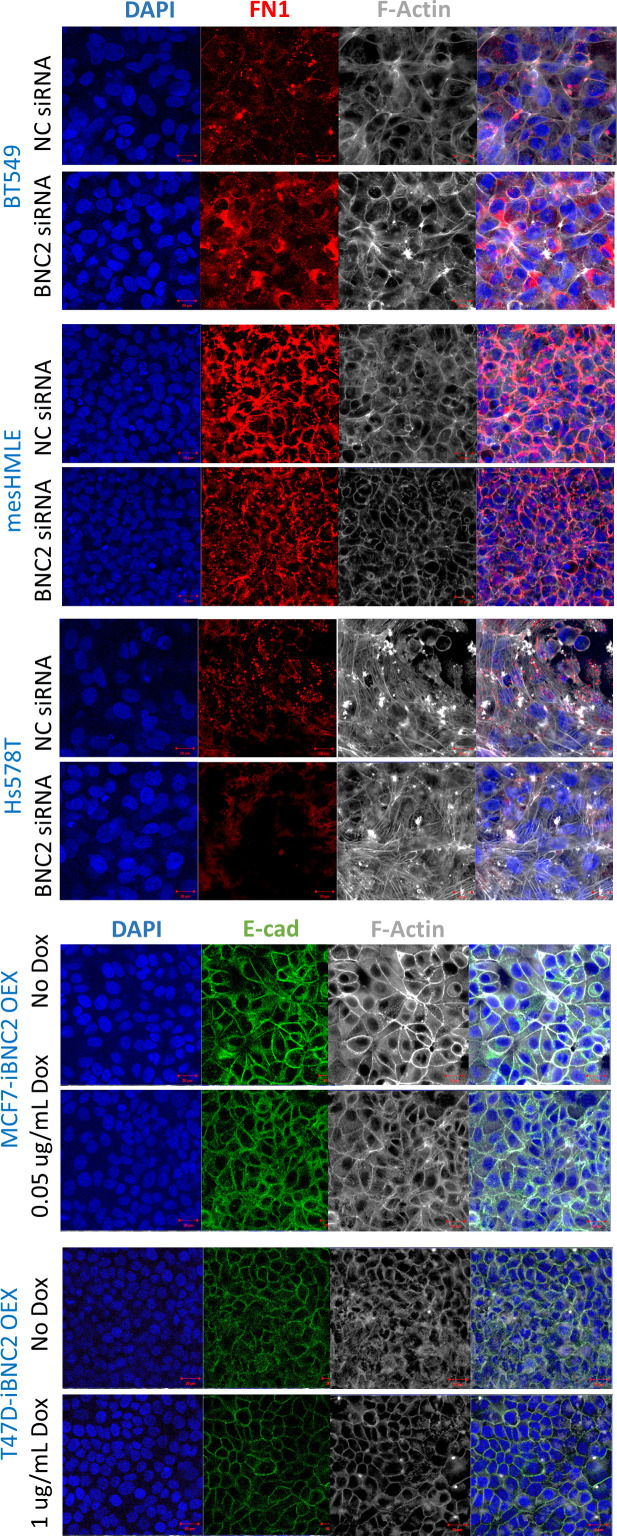
Basonuclin-2 (BNC2) perturbation does not affect actin or epithelial–mesenchymal transition marker localisation. Localisation of the mesenchymal marker FN1 (in mesenchymal BT549, HS578T, and mesHMLE cells), or the epithelial marker CDH1 (in epithelial MCF7 and T47D cells), were examined along with F-actin (phalloidin) after the transfection of either control or BNC2 siRNAs (upper six panels) or Dox-induction of stably transfected BNC2 (lower four panels). Nuclei are visualized by DAPI.

### BNC2 is a core component of an EMT and ECM gene expression module

Although the strong correlation between BNC2 gene expression and known markers of EMT clearly demonstrates mesenchymal associations (Fig S2), EMT represents a broad array of phenotypic features, many of which are not necessarily captured through the profiling of specific endpoint genes or EMT drivers. As such, we performed a weighted gene co-expression network analysis (WGCNA) which defines modules of genes that are differentially co-expressed across samples, in this case ∼1,200 breast cancer primary tumours from TCGA. BNC2 was determined to be a strong “hub” gene for a large co-expression module (arbitrarily designated “red,” Fig 3A), being the fifth (of 497 genes) most highly correlated with other genes in the module. The function of genes in the BNC2-containing “red” module is enriched in EMT- and ECM-associated processes as indicated by gene ontology (GO) analysis (Figs 3B and S5).

**Figure 3.**
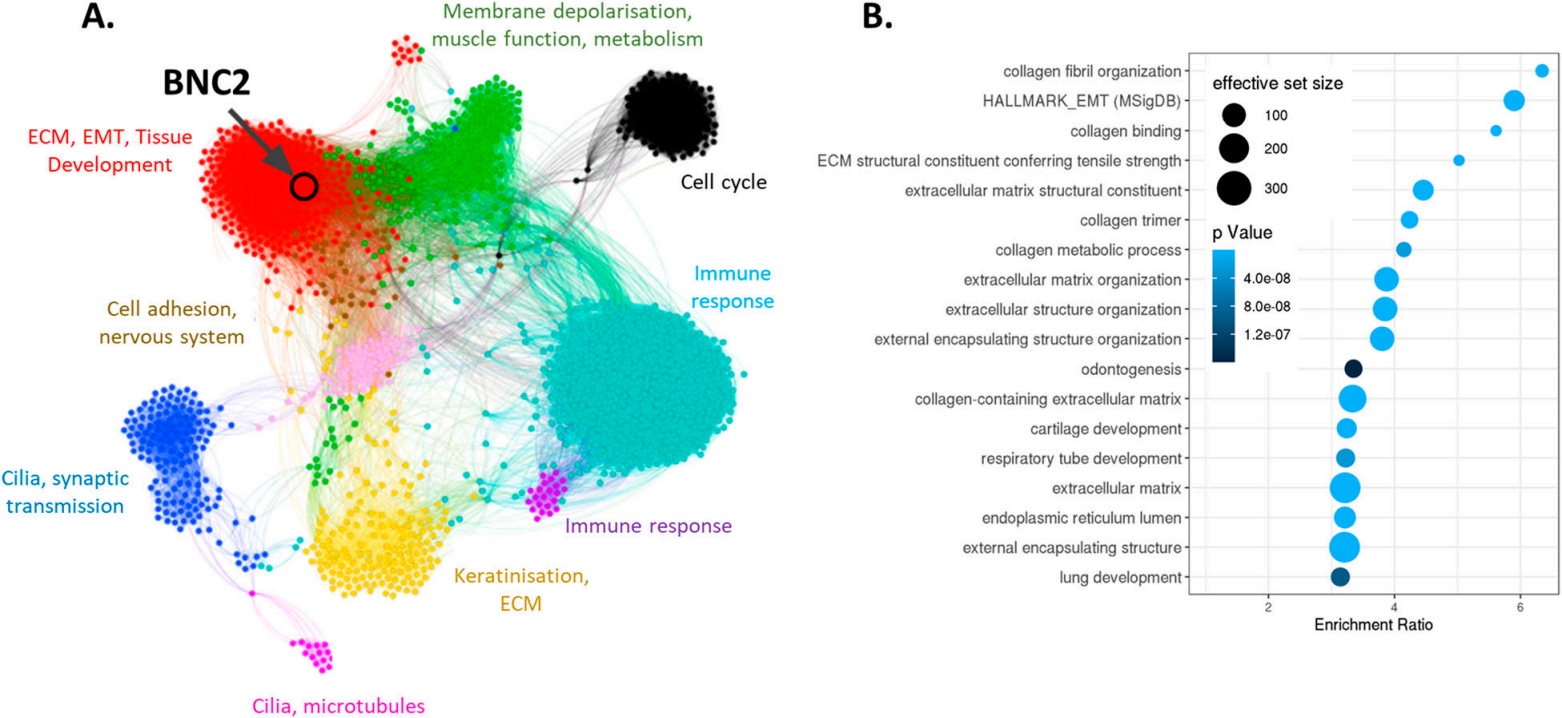
Basonuclin-2 is a central component of an epithelial–mesenchymal transition and ECM gene expression module. **(A)** Graph visualization of a network derived from weighted gene co-expression network analysis performed using the 5,000 most differentially expressed genes among TCGA breast cancer patients. The co-expression modules identified (shown as colours) are labelled with general functions based upon GO analysis. Basonuclin-2 was the fifth most highly connected gene within the “red” cluster. **(B)** GO analysis results for the 170 most centrally associated genes (correlation with module eigengene of >0.7) within the “red” co-expression module.

**Figure S5.**
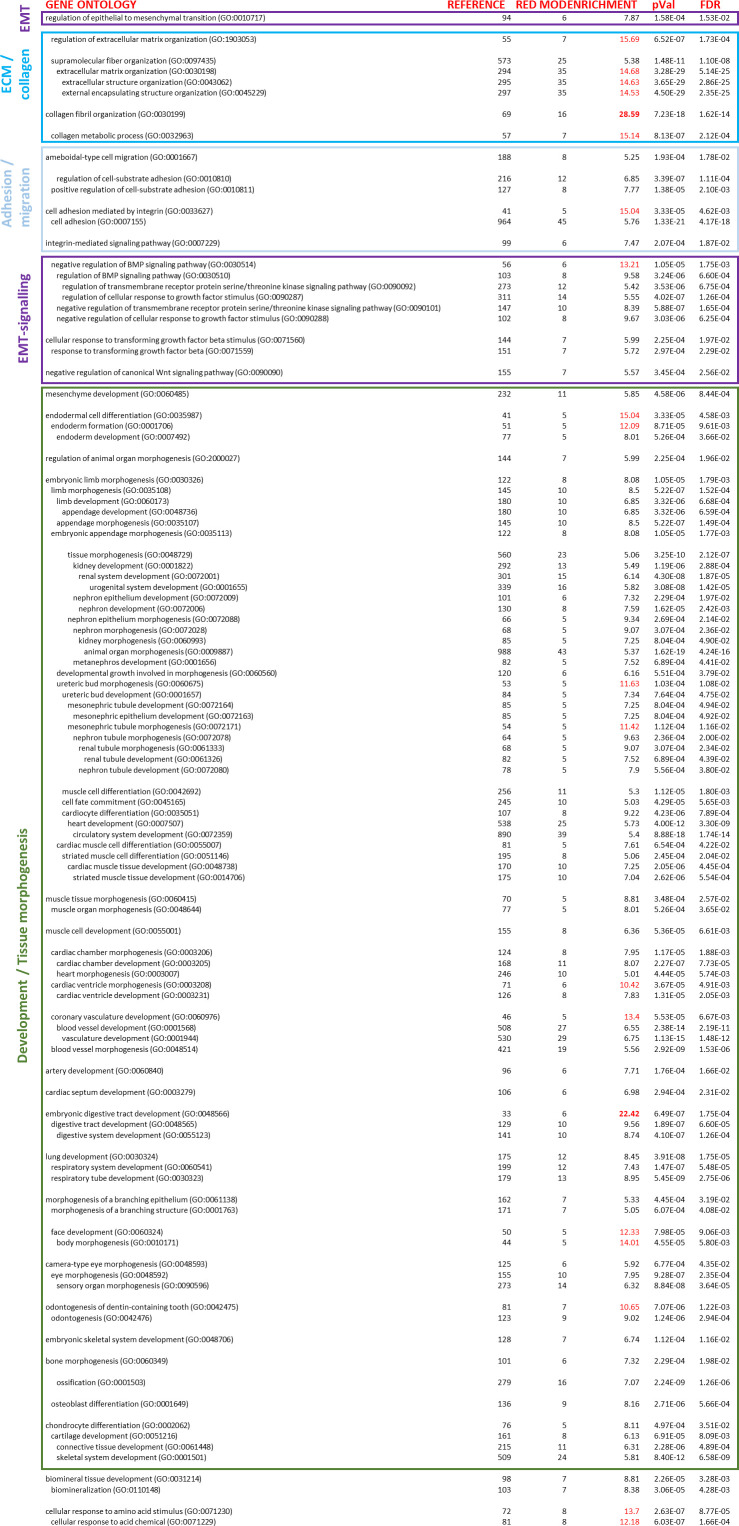
Ontologies enriched in the basonuclin-2 (BNC2) containing “red” weighted gene co-expression network analysis gene expression module. Weighted gene co-expression network analysis was performed among the 5,000 most differentially expressed genes across TCGA breast cancer cohort. Genes were then clustered into 10 co-expression groups. The full-gene ontology enrichment analysis results of genes in the BNC2-containing “red” module is shown, including log_2_ fold enrichment (enrichment) and statistical significance thereof (*P* Val, FDR). The total number of genes in the listed ontology (reference) and the number of genes in the list of BNC2 co-expressed genes present in that ontology (red mod) are also shown.

### Endogenous BNC2 regulates ECM composition and degradation

WGCNA indicates endogenous BNC2 expression is correlated with that of EMT and ECM-associated genes. 

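BT549 cells were sequenced as 6 libraries of poly(A) RNA, 3 from cells transfected with NC siRNA and 3 from cells transfected with BNC2 siRNA, an equal mix of 3 siRNAs. The paper's methods and the sample labels both give 20 nM siRNA, and the methods give RNA prepared 6 d after transfection. The methods name RNAiMax as the reagent for siRNAs, whereas the labels name Lipofectamine. The authors aligned the single-end reads to hg19 with STAR and deposited the number of uniquely mapped reads on each of 23346 genes, without normalisation. In every gene the deposited table holds STAR's counts for the reverse strand, so reads antisense to a gene were not counted on it. The NC siRNA libraries held 17127120, 17332557 and 16447962 counts, and the BNC2 siRNA libraries 17678979, 18246254 and 16093978. Between 37.7% and 41.1% of the reads of a library were assigned to no gene, of which reads mapping to multiple places made up 8.68% to 9.71% of all reads. From these counts, genes with more than 1 CPM in at least 3 of the 6 libraries were kept (12186 genes), libraries were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05, the threshold of the paper, and CPM values are TMM-normalised. The filter, the scaling and the test could each change the numbers.
BNC2 itself lies on chromosome 9 of GRCh37, the assembly that hg19 corresponds to, from 16409501 to 16870841 on the minus strand. Its level was 65.6, 51.5 and 58.6 CPM in the 3 NC siRNA libraries and 35.5, 36.6 and 41.6 CPM in the 3 BNC2 siRNA libraries. Each BNC2 siRNA library was thus below each NC siRNA library. The log2 fold change was -0.63 (standard error 0.09, adjusted p = 8.2e-06), which leaves 64.6% of the control level. With 1 library left out at a time, it stayed between -0.72 and -0.54.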

To identify genes whose expression is dependent upon BNC2, endogenous BNC2 was knocked down by siRNA in BT549 cells, the breast cancer cell line that displayed the highest levels of BNC2 expression within the CCLE, Depmap, (55). BNC2 knockdown strongly influenced the expression of genes associated with EMT and several related functions that were identified in the patient WGCNA, including the same ECM, collagen, and collagen catabolism processes (Figs 4A–E and S6). This was particularly the case with a cohort of fibrillar-type collagens (type I, III, V, XII), up-regulated by BNC2 knockdown, and specific matrix metalloproteases (MMPs) which were substantially down-regulated upon BNC2 depletion (Fig 4F). 

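Of the 12186 genes tested, 8879 (72.9%) were called as changed, 4462 up-regulated and 4417 down-regulated. In 9131 genes (74.9%) the 3 BNC2 siRNA libraries did not overlap the 3 NC siRNA libraries, where chance gives 10%. The genes called had a median absolute log2 fold change of 0.61. The replicates were close to each other: the common biological coefficient of variation was 6.16%. The first principal component separated the groups and held 92.1% of the variance. Among the alternatives, testing without a filter on low counts moved the number of genes called most, to 9662 of 18121.
All 63 genes named in Fig 4E, which contribute to the ontologies shared with the patient network, were called, 49 as up-regulated and 14 as down-regulated. Adjusted over the list alone, the numbers were also 49 and 14. Their median log2 fold change was 0.95. The study picked these genes partly on the same libraries, so neither this count nor the set tests that follow are independent evidence. The list as a set was shifted upwards against the other genes (camera with a preset correlation of 0.01, adjusted p = 1.1e-15 over 6 sets). It was also shifted with the correlation estimated from the libraries (adjusted p = 0.0196) and with fry (adjusted p = 6.6e-06).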

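Each of the 6 collagen genes of Fig 4F was up-regulated, and each BNC2 siRNA library lay above each NC siRNA library. COL12A1, on chromosome 6 of GRCh37 from 75794042 to 75915983, rose from 106 ± 12.9 CPM (SD, n = 3) to 1381 ± 86.4 CPM (SD, n = 3), a 13.0-fold rise (standard error of the log2 fold change 0.08, adjusted p = 1.6e-15 from edgeR's quasi-likelihood test). COL5A1, on chromosome 9 from 137533649 to 137736689, rose from 331 ± 27.2 to 4234 ± 98.1 CPM (log2 fold change 3.68, standard error 0.07, adjusted p = 2.0e-16). COL5A2, COL1A2, COL3A1 and COL4A1 rose by log2 fold changes of 2.11, 1.97, 1.91 and 1.54, with standard errors of 0.07, 0.05, 0.06 and 0.08. COL1A2, on chromosome 7 from 94024207 to 94060539, reached 4640 ± 73.2 CPM (SD, n = 3) from 1184 ± 23.0 CPM (SD, n = 3). The other type I collagen gene, COL1A1 on chromosome 17 from 48261462 to 48278993, fell from 1903 ± 144 to 1106 ± 60.7 CPM (log2 fold change -0.78, standard error 0.06, adjusted p = 1.2e-08).
All 5 MMP genes of Fig 4F were down-regulated. MMP1, on chromosome 11 from 102660132 to 102668891, fell from 425 ± 7.87 CPM (SD, n = 3) to 8.65 ± 1.86 CPM (SD, n = 3), a log2 fold change of -5.62 (standard error 0.10, adjusted p = 1.8e-16). MMP9, on chromosome 20 from 44637547 to 44645200, fell from 104 ± 6.31 to 3.35 ± 0.269 CPM (log2 fold change -4.96, standard error 0.10, adjusted p = 3.0e-16). Adjusted over each list alone, the numbers called were also 6 and 5. Because the study chose both lists on these libraries, these counts are not independent evidence.
The whole gene families were also taken by symbol. Of the 43 collagen genes in the table 21 were tested, of which 18 were up-regulated, 2 (COL1A1 and COL8A1) were down-regulated and 1 (COL11A2) was not called, with a median log2 fold change of 1.12. Of 22 MMP genes 10 were tested, of which 2 were up-regulated, 7 were down-regulated and 1 (MMP11) was not called, with a median of -2.77. The 5 MMPs of Fig 4F are among the 10, and the others went both ways (MMP8 and MMP15 down, MMP14 and MMP16 up, MMP11 not called), so the median and the set test of this family are not independent of the genes the study chose. The 6 collagens of Fig 4F are likewise among the 21 tested, so the collagen median and set test are not independent of that choice. No test without the Fig 4F genes was run for either family. The MMP median was between -2.91 and -1.64 when 1 library was left out, and -1.77 with filterByExpr. These settings can admit more genes: 10 MMPs were tested at -2.91, and 12 at -1.64 and at -1.77. With 1 library left out, the filter asked for as many libraries as the smaller group then held. The range thus also reflects added MMPs, not dependence on single libraries alone. The collagen median was 0.54 without the filter on low counts, where 20 collagens were called as up-regulated and 5 as down-regulated, and 2 MMPs as up-regulated and 12 as down-regulated. With filterByExpr 9 MMPs were down-regulated. Adjusted over the families alone, the numbers were also 18 and 2, and 2 and 7. Against all other genes, the collagens were shifted upwards (camera, adjusted p = 1.9e-14) and the MMPs downwards (camera, adjusted p = 1.6e-10). The alternative that moved both most was the estimated correlation, with adjusted p-values of 0.0248 and 0.0196, and under fry both were 6.6e-06. From the matrisomal genes affected by BNC2 perturbation and the genes co-expressed with BNC2 in patients, the paper proposes a possible role of BNC2 as a regulator of ECM composition and processing.

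**Figure D1:**
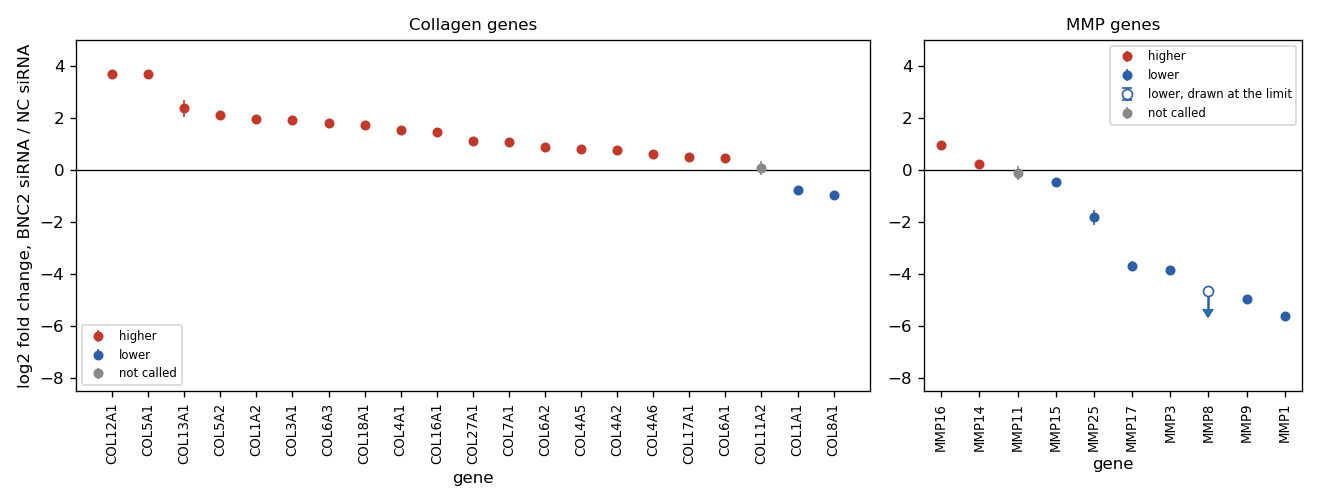
Log2 fold change in expression (BNC2 siRNA over NC siRNA, 3 libraries each) of the 21 tested collagen genes (left) and 10 tested MMP genes (right), ordered by size. Points are edgeR estimates and bars standard errors, hidden where smaller than the point; colours mark genes called higher, lower or not called, and MMP8, with at most 3 counts in each BNC2 siRNA library, is drawn as an open point at its limit with an arrow. Of the collagens 18 lie above 0 as called genes, and of the MMPs 7 lie below.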

Similar expression patterns of collagens and MMPs in response to BNC2 depletion was also seen in HS578T cells, another mesenchymal-like breast cancer cell line that expresses abundant BNC2, and also in mesHMLE cells, an immortalized epithelial breast cell line driven toward a mesenchymal phenotype by 3 wk of TGF-β exposure (Fig 4G). Accordingly, production of both collagen type I and type V proteins are strongly elevated after BNC2 knockdown in both BT549 and HS578T cells (Fig 5A–C). Collectively, the identification of the genes with which BNC2 is co-expressed in cancer patients (Fig 3, “red” module), and the matrisomal genes whose expression is affected by BNC2 perturbation (Fig 4), indicate that BNC2 may serve as a novel regulator of ECM composition and processing.

**Figure 4.**
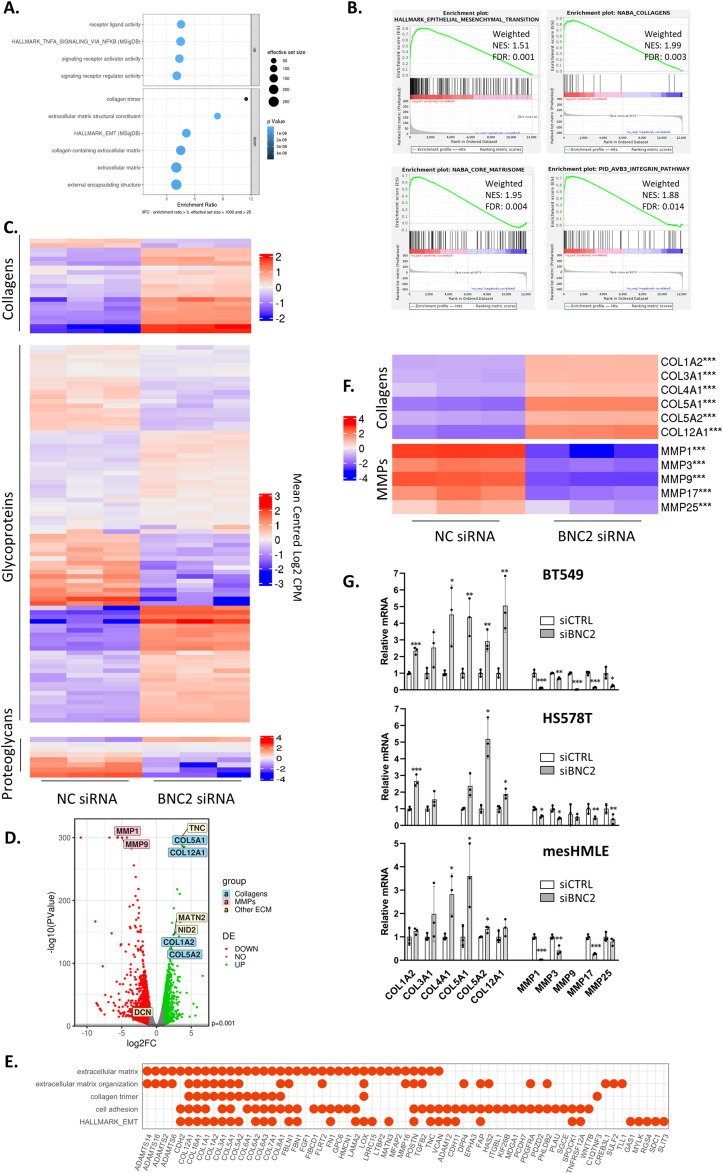
Endogenous basonuclin-2 (BNC2) regulates the ECM and ECM degradation. **(A)** Highly enriched ontologies of genes that were responsive to BNC2 siRNA transfection in BT549 cells (up- or down-regulated >3x) as measured by RNA-seq. **(B)** Epithelial–mesenchymal transition was identified as particularly strongly enriched among BNC2-responsive genes by Gene Set Enrichment Analysis. These genes largely represent the matrisomal component of epithelial–mesenchymal transition. **(C)** Heat map of gene expression from RNA-seq showing core matrisomal genes. **(D)** Volcano plot generated from triplicate RNA-seq experiments after BNC2 knockdown. A selection of key matrisomal genes and ECM regulators are indicated. **(E)** Genes that contribute to gene ontologies that are enriched in both co-expression with BNC2 in patient weighted gene co-expression network analysis (Fig 3A) and that are regulated by BNC2 knockdown in BT549 cells (Fig 4A). **(F, G)** Select collagens and matrix metalloproteases that are responsive to BNC2 knockdown in RNA-seq (F) were measured by qRT-PCR in BT549, HS578T and mesHMLE cells (G). * indicates *P* < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t* test) relative to control transfection.

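Of the genes called at an adjusted p-value of at most 0.05, 874 changed more than 3-fold, 294 upwards and 580 downwards. In each of the 874 genes the BNC2 siRNA libraries did not overlap the NC siRNA libraries. The filter on low counts moved this number most: without it, 1563 genes changed more than 3-fold, 424 upwards and 1139 downwards. Ontology enrichment and Gene Set Enrichment Analysis were not repeated here.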

**Figure S6.**
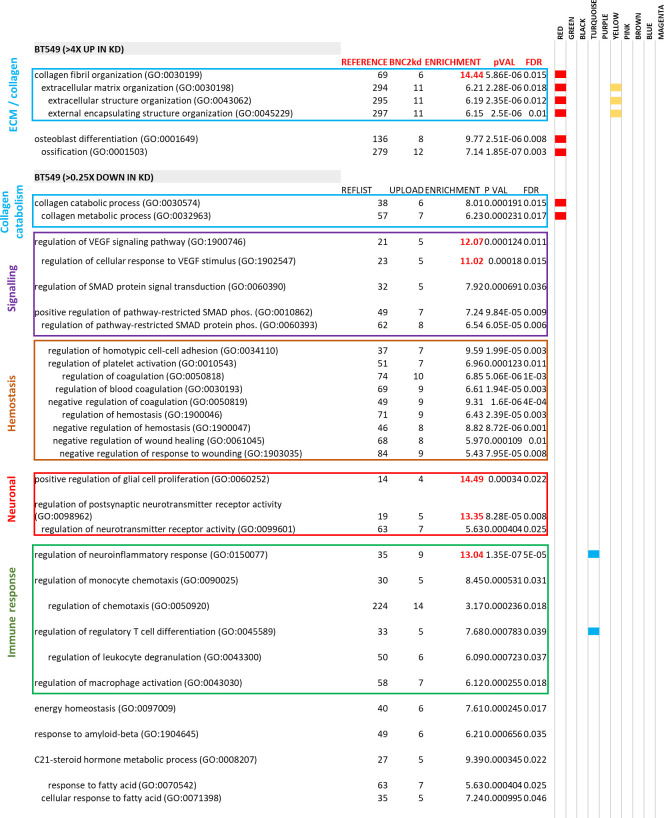
Ontologies enriched after basonuclin-2 (BNC2) knockdown in BT549 cells. Full-gene ontology (Gene Panther) enrichment for all genes up- and down-regulated at least fourfold after BNC2 siRNA transfection of BT549 cells (as measured by RNA-seq) including log_2_ fold enrichment (enrichment) and statistical significance thereof (*P* Val, FDR). Columns with colour name labels are shown for each WGNCA gene co-expression module (Fig 3A), with coloured horizontal bands signifying that the identical gene ontology term was also enriched among these co-expressed genes in breast cancer patients (Fig S5). The red co-expression module containing BNC2 (Fig 3A) has the greatest overlap in Gene Ontology terms with genes which are differentially regulated in cells after BNC2 knockdown. The total number of genes in the listed ontology (reference), and the number of genes in the list of BNC2-regulated genes present in that ontology (BNC2 kd) are also shown.

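At least 4-fold changes were found in 480 genes, 135 up-regulated and 345 down-regulated. Without the filter on low counts there were 1060, of which 231 were up-regulated and 829 down-regulated. The number lay between 500 and 539 across the 6 fits that each left out 1 library. In those fits the filter asked for fewer libraries, so 12292 to 12353 genes were tested in place of 12186.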

**Figure 5.**
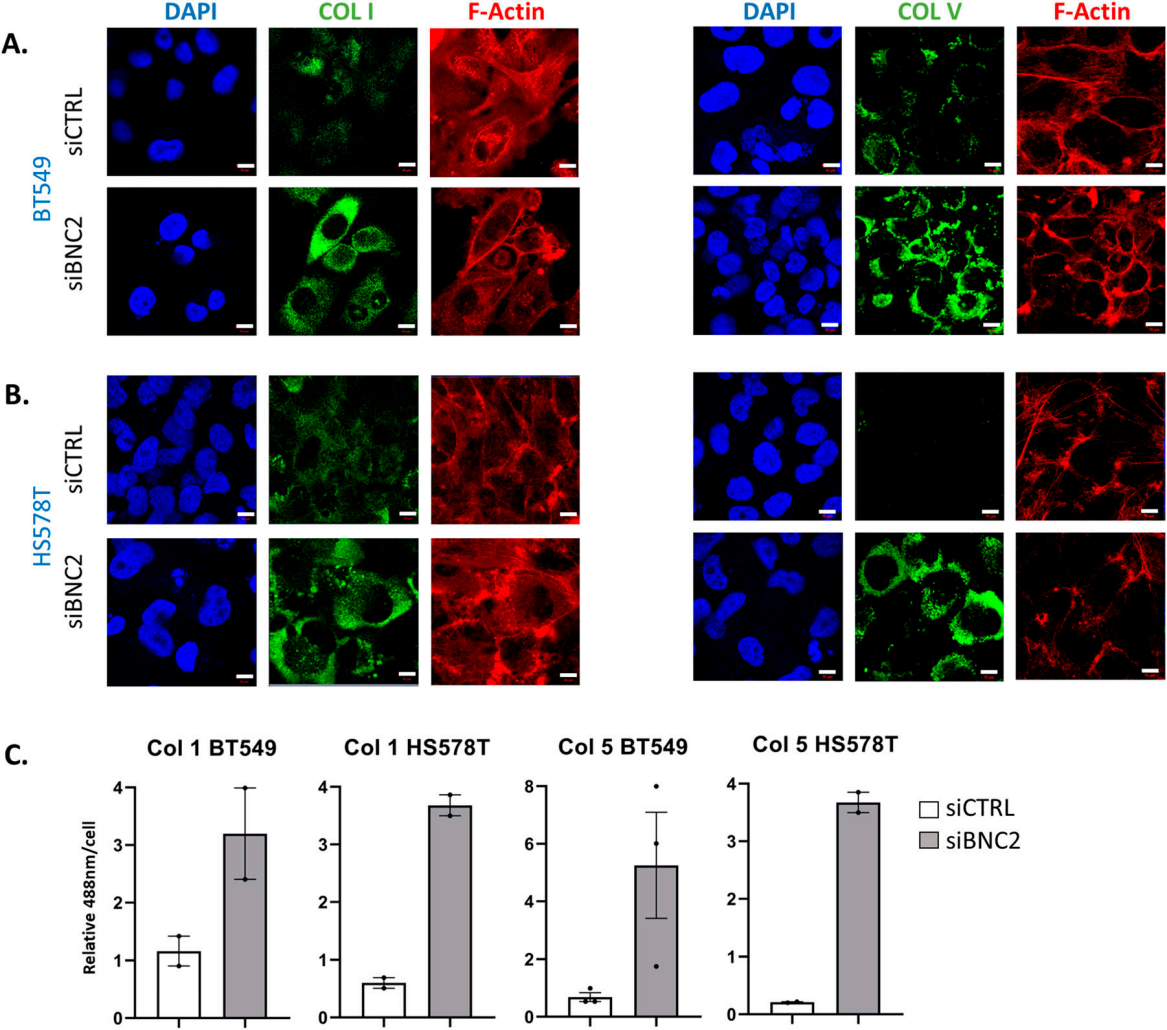
Endogenous basonuclin-2 controls collagen expression. **(A, B)** Localisation of endogenous collagen type-I or type-V and F-actin (phalloidin) after basonuclin-2 siRNA transfection in (A) BT549 and (B) HS578T cells. Bar indicates 10 μm length. **(C)** Quantitation of collagen expression (488 nm fluorescence per cell). Individual measurements indicate average quantitation per cell from separate fields of view (∼8–15 cells in each case).

### Endogenous BNC2 controls collagen production and matrix degradation in fibroblasts

Although BNC2 strongly influences collagen production in multiple breast cancer cells, immunofluorescence analysis of collagens in cells is not a clear representation of the collagen composition of the ECM (Fig 5). Furthermore, it is not breast cancer cells but cancer-associated fibroblasts that are primarily responsible for the production and remodeling of ECM proteins in tumours (56, 57). With this in mind, we sought to ascertain whether BNC2 is also a regulator of the ECM in fibroblasts, especially as it is in fibroblasts that BNC2 is most abundantly expressed across tissues (Fig 6A). Similarly, to breast cancer cells, BNC2 knockdown in mammary fibroblasts strongly down-regulates the expression of select MMPs and up-regulates the expression of specific collagens at both the RNA and protein levels (Fig 6B and C). Immunofluorescence analysis of fibroblast cell–derived matrix (CDM) also confirms that BNC2 knockdown in fibroblasts increases the level of secreted collagen I (Fig 6D). Furthermore, MDA-MB-231 mammary tumour cells seeded into the CDM derived from fibroblasts in which BNC2 had been knocked down exhibited a trend towards reduced motility relative to those seeded into CDM derived from fibroblasts that had been transfected with control non-targeting siRNA (Fig 6E). Consistent with Mmp1 repression, BNC2 knockdown decreased the capacity of fibroblast cells to degrade a fluorescent gelatin matrix (Fig 6F–H). Taken together, these data suggest that BNC2 regulates the production and degradation of the ECM, not only within cancer cells themselves but also in cancer-associated fibroblasts that are fundamental to establishing the tumour microenvironment.

**Figure 6.**
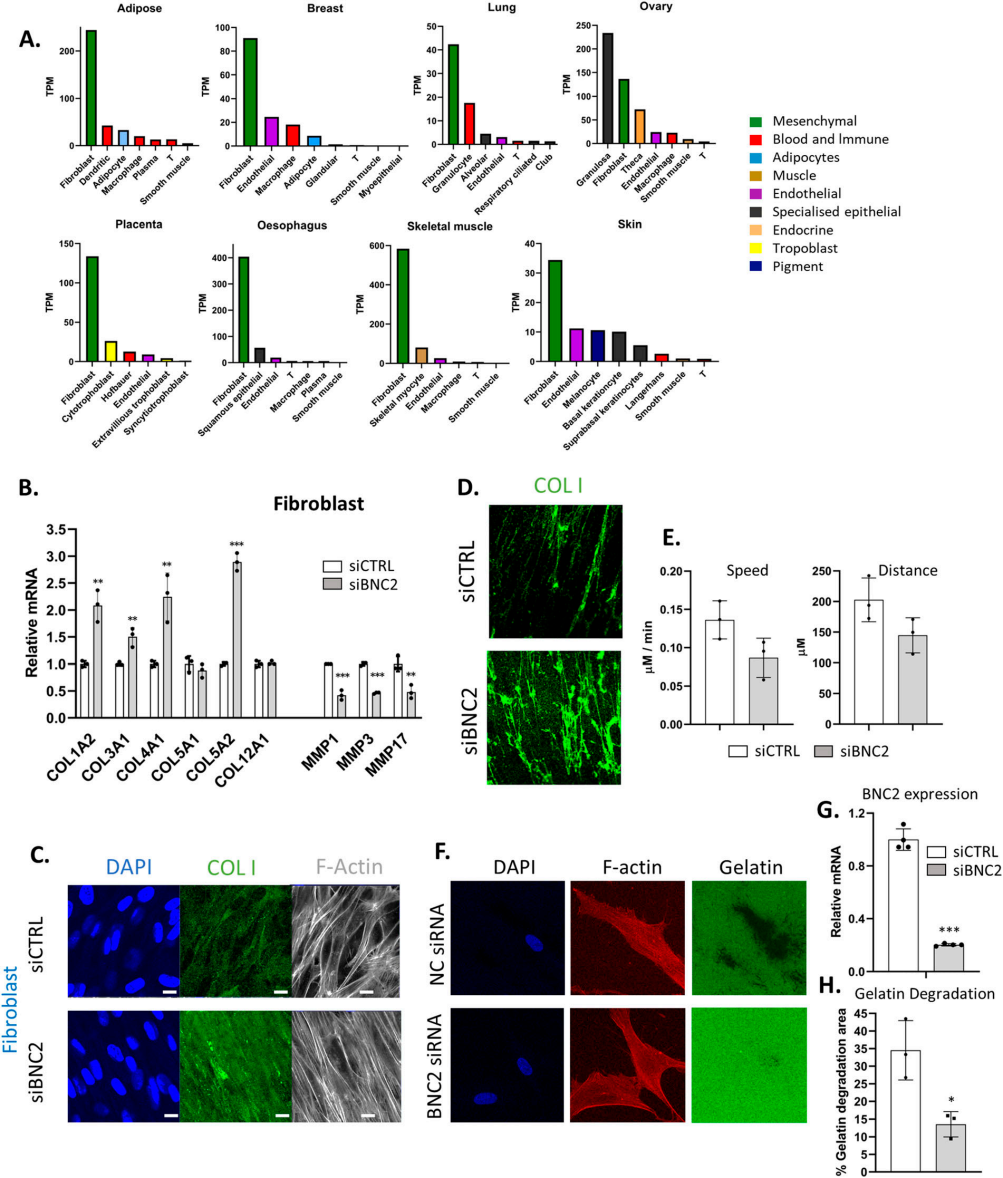
Endogenous basonuclin-2 (BNC2) controls collagen deposition and matrix degradation by fibroblasts. **(A)** Cell-specific BNC2 expression (transcripts per million) derived from single-cell sequencing of human tissues (obtained from the Human Protein Atlas). **(B)** Gene expression of selected collagens and matrix metalloproteases (as in Fig 4D) in response to knockdown of BNC2 in human fibroblasts (as in Fig 4D). **(C)** Immunofluorescence analysis of endogenous collagen I and F-actin in fibroblasts in response to BNC2 siRNA. Bar indicates 10 μm length. **(D)** Immunofluorescence analysis of collagen I in cell-derived matrix prepared from fibroblasts in which control or BNC2 siRNAs were transfected. **(D, E)** Motility of GFP-labelled MDA-MB-231 breast cancer cells on a 3D matrix derived from fibroblasts (shown in (D)) monitored. Speed and total distance traveled is shown (*P*-Val = 0.074 and 0.093, respectively). **(F)** BNC2 was knocked down in fibroblasts and digestion of fluorescent gelatin matrix was visualized. **(G)** BNC2 expression after knockdown was measured by qRT-PCR. **(H)** Quantitation of gelatin degradation from >250 cells. * indicates *P* < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t* test) relative to control transfection.

### BNC2 promotes cancer cell motility and invasion

The composition of the matrisome and the manner in which it is modified and degraded is of particular relevance to the motility and invasive properties of cells and thus, to their metastatic potential. Consistent with an enhanced capacity of mesenchymal cells to migrate, BNC2 knockdown across a number of cell lines (BT549, HS578T, and mesHMLE) decreased motility, invasion, and wound healing, and did so consistently with two independent siRNAs and an inducible short hairpin construct in stable independent clones (Figs 7A–H, S7, and S8). Conversely, Dox-inducible expression of BNC2 in epithelial cells (MCF7 and T47D cells that otherwise express very little endogenous BNC2) increased wound closure in independent clonal cell lines after 3 d (Figs 7I–L, S7, and S8). To check that the effects on motility/invasion are not biased by cell number (that may alter on account of changes in proliferation, apoptosis etc.), crystal violet assays were performed (Fig S9). SiRNA knockdown of BNC2 did result in a small decrease in cell number, but far less than the effect size of BNC2 knockdown with regard to migration, invasion, and wound closure. ShRNA and Dox-inducible BNC2 had no effect on cell number, although each had significant effects on wound closure. These data, coupled with functional data from fibroblasts (Fig 6), suggest that cancer cell motility is regulated by BNC2 via two independent but converging mechanisms; directly by altering the nature of the cancer cells themselves (for those in which BNC2 is naturally expressed), and indirectly through cancer-associated fibroblasts that produce and remodel the ECM.

**Figure 7.**
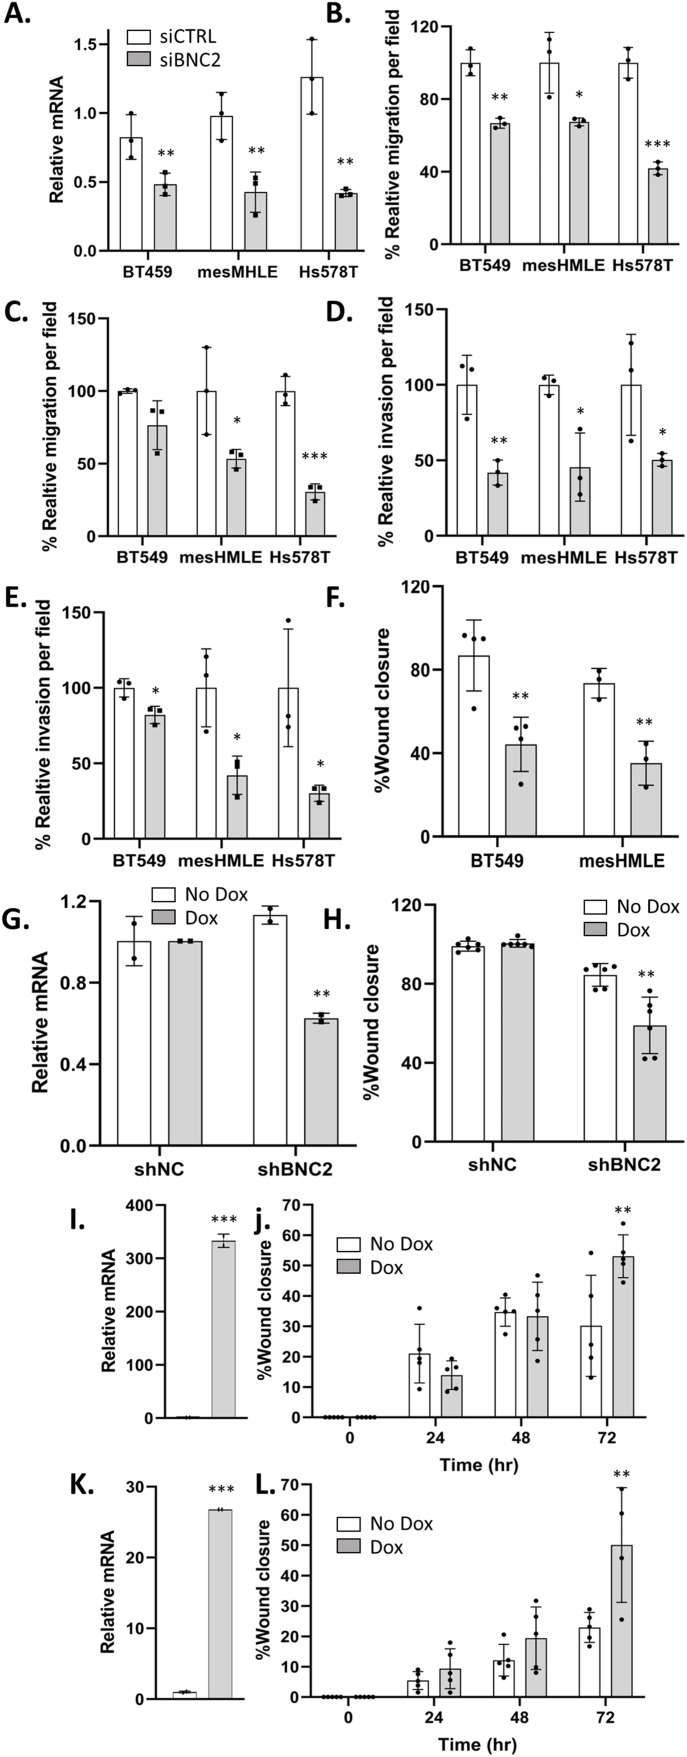
Basonuclin-2 (BNC2) promotes cell motility and invasion. **(A)** Representative siRNA-mediated knockdown of BNC2 expression across immortalized breast and breast cancer cell lines. **(B, C, D, E, F)** Phenotypic effect of BNC2 knockdown on (B, C) migration, (D, E) invasion, and (F) wound healing comparing control to BNC2 siRNA–transfected cells. **(B, C, D, E, F)** siRNAs were obtained from either GenePharma (B, D, F) or QIAGEN (C, E). **(G, H)** Wound closure in BT549 cells in which BNC2 was knocked down using an inducible shRNA vector. **(I, J, K, L)** Wound closure was measured 1–3 d after the induction of full-length BNC2 by Dox in (I, J) MCF7 and (K, L) T47D cells. **(H, J, L)** Similar trends to those shown in (H, J, L) were seen with two independent clonal cell lines. * indicates *P* < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t* test) relative to control transfection, in each case making pair-wise comparisons between control and BNC2-perturbed experiments.

**Figure S7.**
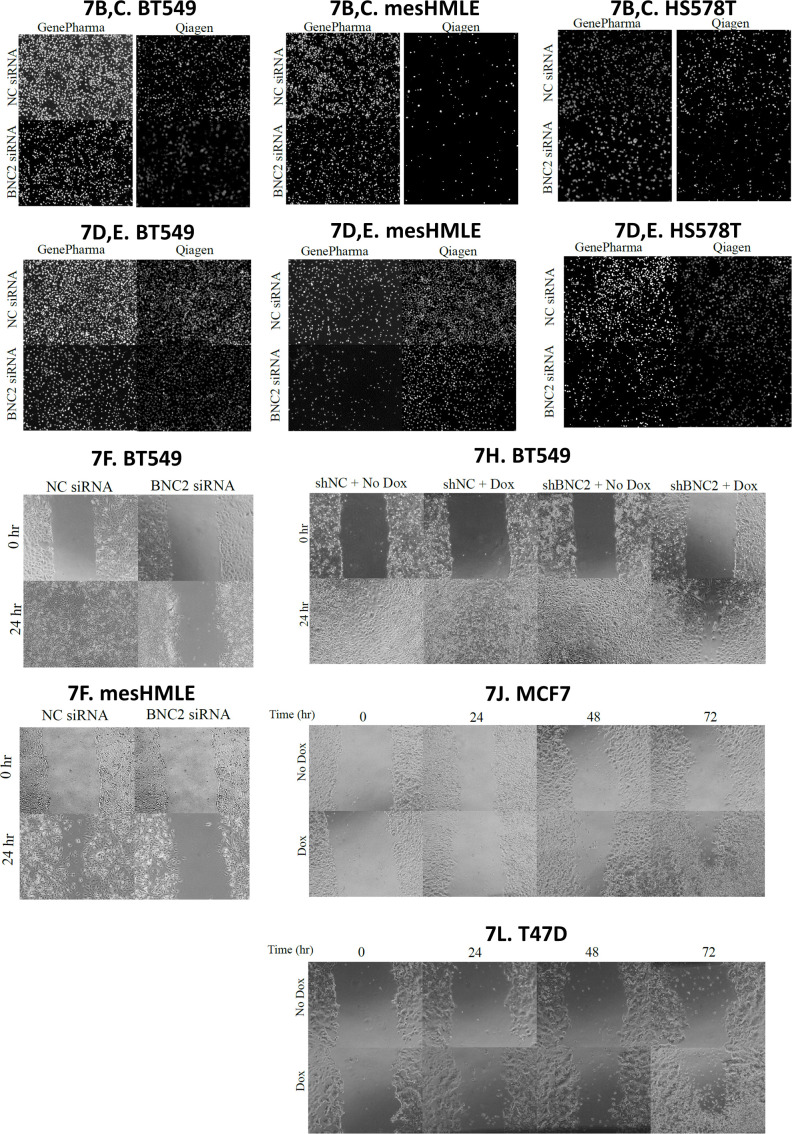
Basonuclin-2 promotes cell motility. Images from migration, invasion, and wound healing assays presented in Fig 7.

**Figure S8.**
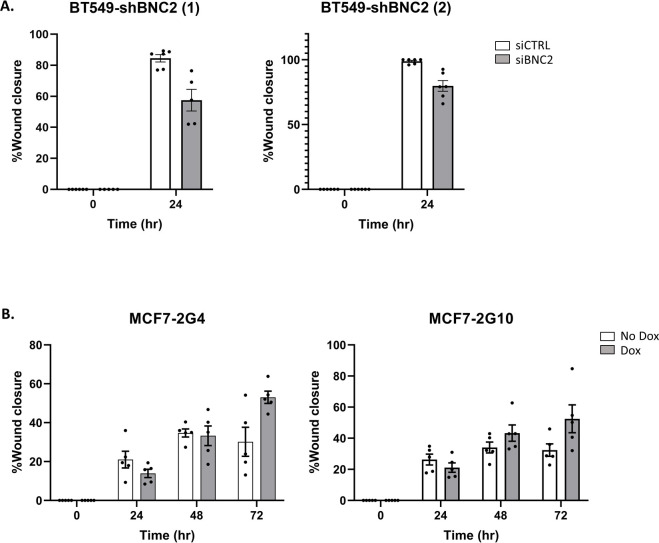
Basonuclin-2 promotes motility in independent clonal cell lines. Independent clonal cell lines yield reproducible results. **(A)** BT549 cells matching Fig 7H. **(B)** MCF7 cells matching Fig 7J.

**Figure S9.**
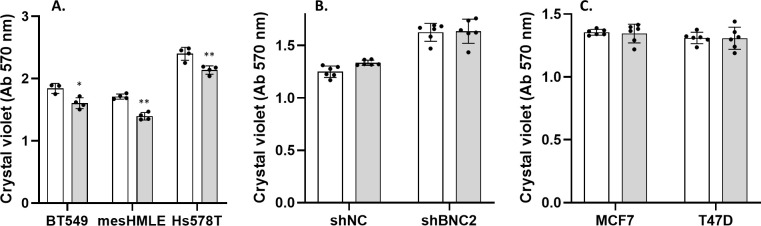
Basonuclin-2 (BNC2) knockdown has minimal effect on cell number. **(A, B, C)** Crystal violet assays were performed across multiple cell lines in response to (A) BNC2 siRNA, (B) BNC2 shRNA, or (C) inducible BNC2 induction by Dox.

### BNC2 expression correlates with more aggressive cancer

The results presented thus far are consistent with those of a gene whose expression promotes cancer progression; it is highly mesenchymal and its perturbation indicates a positive role in driving cell invasion. Seemingly in contradiction, however, BNC2 has been proposed to act as a likely tumour suppressor as it exhibits lower expression in ovarian cancer cell lines than in non-cancerous ovarian cells (14). We also find BNC2 is down-regulated in 9 of 28 cancer types, including breast cancer (Fig 8A), and trends toward down-regulation in a further seven, whereas up-regulation is observed in six cancer types, only three of which being statistically significant (Fig S10A). Despite generally lower levels within the bulk tumour, BNC2 expression increases with cancer stage (Figs 8B and S10B) and elevated BNC2 expression correlates with lower survival (Figs 8C, S10C, and S11). Prognosis becomes notably worse in patients whose level of BNC2 expression is highest (Figs 8C and S10C; compare red and blue lines in upper/lower 10th percentiles, quartiles, and halves (90/10; 75/25, and 50/50).

**Figure 8.**
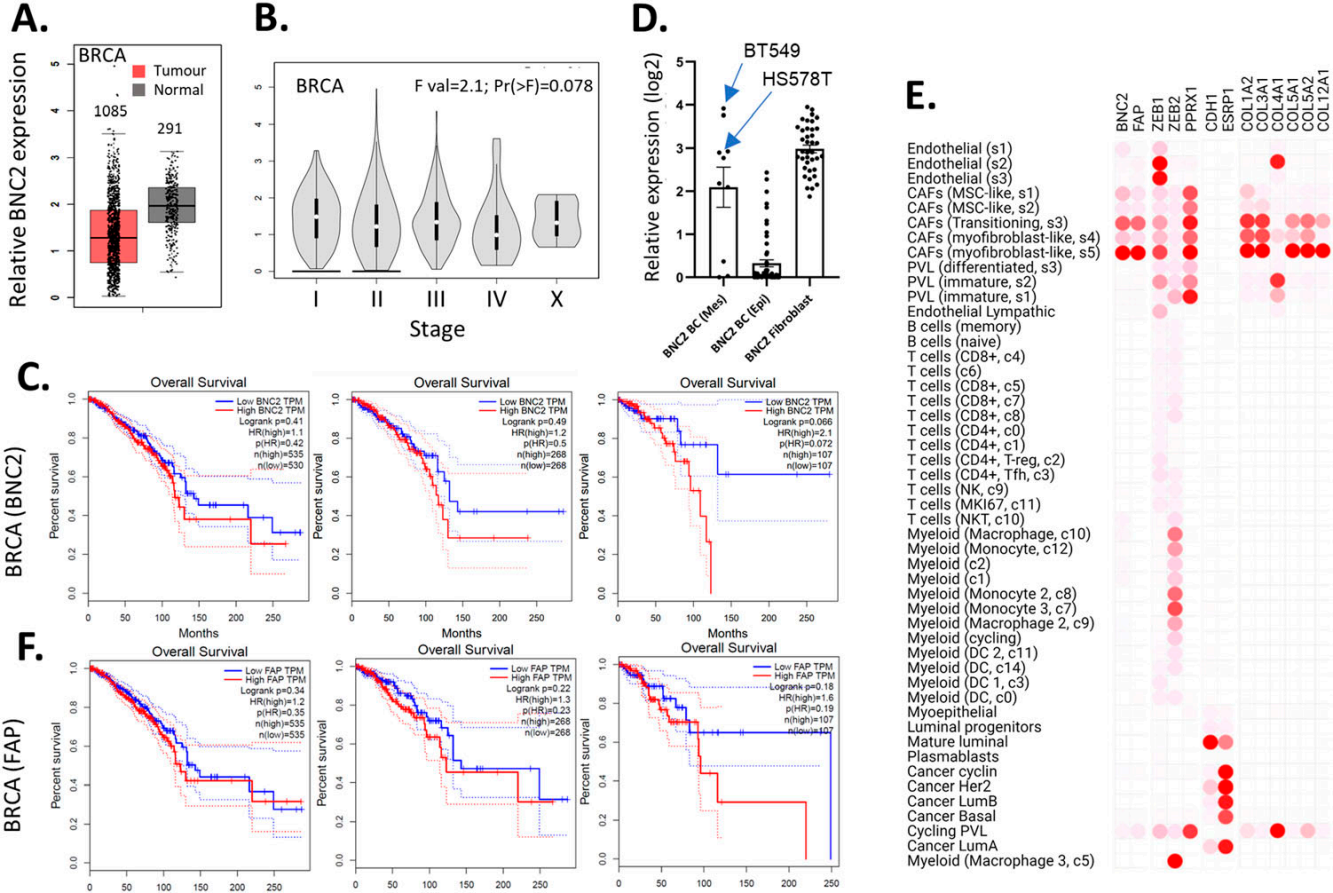
Basonuclin-2 (BNC2) expression correlates with more aggressive cancer. **(A)** BNC2 expression in the bulk sequencing of matched breast invasive carcinoma (BRCA) and normal tissue was determined using Gene Expression Profiling Interactive Analysis. **(B)** Violin plot of BNC2 expression across different breast cancer grades. **(C)** Kaplan–Meier plots indicating survival of patients with four different cancers, split by whether BNC2 high/low expression is classified as the upper versus lower half of expression (50/50) or whether only the top/bottom quartiles (75/25) or top/bottom 10th percentiles (90/10) of expression are considered. **(D)** Relative expression of BNC2 mRNA across all breast or fibroblast cell lines within the cancer cell line encyclopedia. Breast cancer lines have been sub-divided into epithelial and mesenchymal-like based upon largely mutually exclusive E-cadherin and ZEB1 expression. **(E)** Gene expression derived from single-cell sequencing of 26 breast cancer patients (58). **(C, F)** Kaplan–Meier plots correlating patient survival with FAP (fibroblast marker) expression as described in (C).

**Figure S10.**
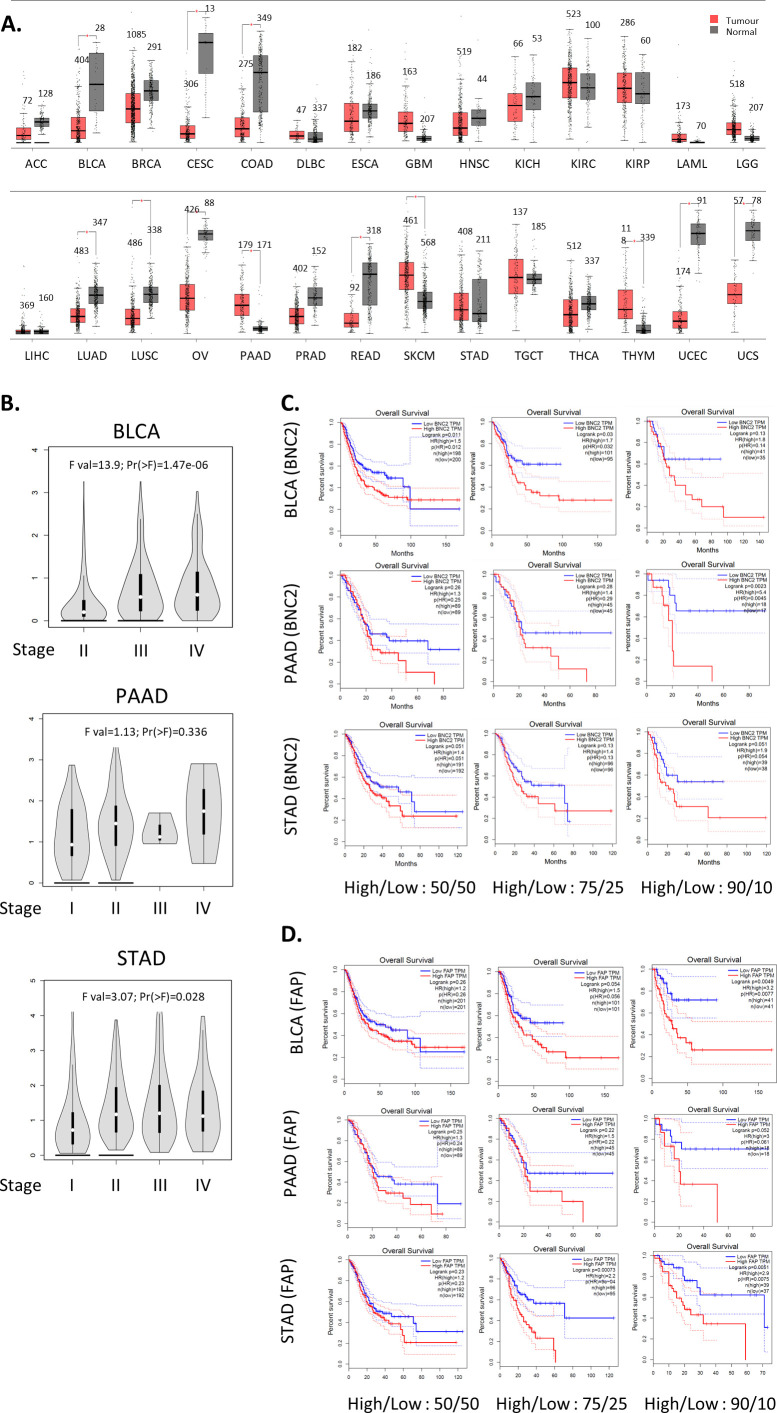
Expression and prognostic significance of basonuclin-2 (BNC2) across cancer types. **(A)** BNC2 expression across tumour and normal cells in multiple cancer types using Gene Expression Profiling Interactive Analysis. Numbers indicate number of patient samples in each cohort. **(B)** Violin plot of BNC2 expression across different breast cancer grades. **(C)** Kaplan–Meier plots (from KMplot) indicating survival of patients across all cancers, split by whether BNC2 high/low expression is classified as the upper versus lower half of expression (50/50) or whether only the top/bottom quartiles (75/25) or top/bottom 10th percentiles (90/10) are considered. **(D)** As with (C), except patients were grouped by FAP expression.

**Figure S11.**
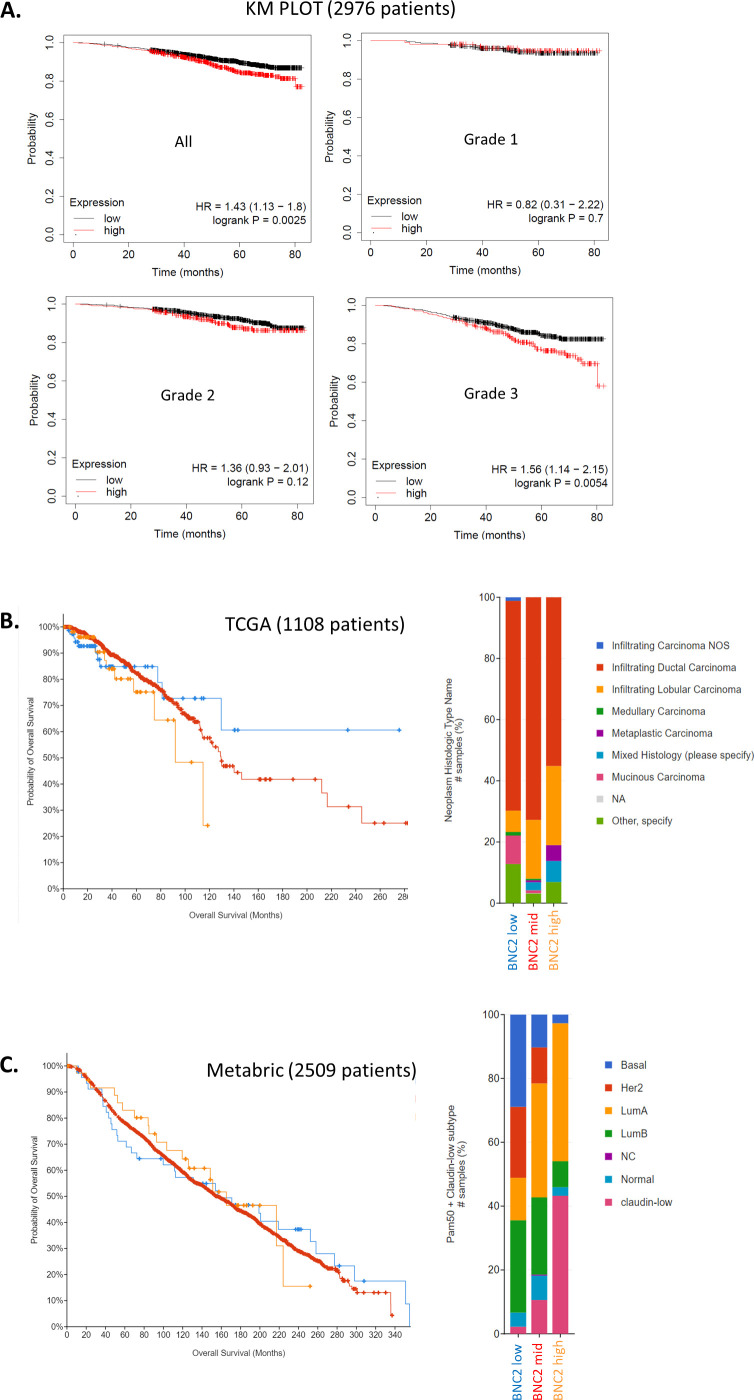
High basonuclin-2 (BNC2) expression corresponds to poorer breast cancer prognosis. **(A, B, C)** Kaplan–Meier survival curves derived from (A) KMplot of 2,976 breast cancer patients, subdivided by Nottingham histological tumour grade (comparing highest and lowest quartile of BNC2 expression), (B) TCGA (1,108 patients), and (C) the Metabric dataset (2,508 patients). Plots in (B, C) were derived from Cbioportal, comparing selected highest, lowest, and remaining BNC2 expression cohorts.

Critical to cancer outcome is not only the nature of the cancer cells themselves but also the tumour microenvironment in which they reside. As the microenvironment is largely shaped by the actions of fibroblasts (59), and endogenous BNC2 is most broadly and highly expressed in fibroblasts (Fig 6), we sought to question in which population of tumour-associated cells that BNC2 is expressed most highly. BT549 and HS578T breast cancer cells were selected for previous experiments, specifically because of their high expression of BNC2. However, wider examination of the CCLE indicates these are outliers as in most of the breast cancer cell lines, BNC2 is either lowly expressed or absent (Fig 8D). This is in contrast to the uniformly high level of BNC2, that is, expressed across fibroblasts (Fig 8D). As we do not possess an antibody that unequivocally detects endogenous BNC2 (Fig S1), we examined single-cell sequencing derived from 26 breast cancer patients (>130 K single cells) to determine cell-specific BNC2 expression (58). We find that BNC2 is almost exclusively expressed in cancer-associated fibroblasts, especially those of the s5 myofibroblast-like subtype (Fig 8E) and was absent in the epithelial tumour cells themselves (at least in this cohort of patients). BNC2 expression closely paralleled that of the fibroblast marker FAP. Notably, the exact same trend of poor prognosis was observed for the patients who expressed the highest levels of FAP (Figs 8F and S10D) as was observed for patients expressing the highest levels of BNC2. Collectively, these data are consistent with cancer-associated fibroblasts being the primary source of BNC2-expressing cells in tumours. The poor prognosis of patients expressing the highest levels of BNC2, and the elevated expression of BNC2 at more advanced cancer stages, may be more indicative of infiltrating fibroblasts than it is necessarily that of BNC2 expression in the tumour cells themselves.

## Discussion

The ECM consists of a complex and dynamic cross-linked meshwork of proteins that provides architectural and mechanical support to cells and initiates and regulates physical and chemical stimuli that influence cell migration and invasion, proliferation, survival, differentiation, and tissue morphogenesis (60). In cancer, the ECM becomes dysregulated in composition and configuration which influences the behavior of both the cancer cells themselves and the cells that produce and modulate the ECM (such as cancer-associated and adipocyte-derived fibroblasts; CAFs and ADFs) (61, 62, 63).

In this study, we report a previously uncharacterised role for BNC2 as an important regulator of multiple, specific genes that produce, modify, and degrade the ECM. Among the most prominent of these are fibrillar collagens (type I, III, V, XII) that are causally linked to tumour cell survival and metastasis (64). In parallel with controlling expression of collagen genes, BNC2 also regulates the expression of genes whose products bind and regulate collagen proteins. For example, BNC2 knockdown down-regulates DCN, a proteoglycan that binds collagen fibrils and regulates collagen fibre formation (65). On the other hand, BNC2 knockdown up-regulates the NID2 and MATN2 glycoproteins that have roles in ECM assembly through extensive interactions with both collagenous and non-collagenous matrisomal components (66, 67).

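DCN, on chromosome 12 of GRCh37 from 91534261 to 91576994, was weakly expressed in BT549 cells. It fell from 2.68 ± 0.127 CPM (SD, n = 3) with NC siRNA to 0.195 ± 0.186 CPM (SD, n = 3) with BNC2 siRNA, a log2 fold change of -3.72 (standard error 0.39, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test). At these counts the size of the fall rests on single libraries: it was -4.79 without BNC2 siRNA replicate 1 and -3.34 without BNC2 siRNA replicate 3.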

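NID2, on chromosome 14 of GRCh37 from 52471527 to 52535777, rose from 27.5 ± 2.78 CPM (SD, n = 3) with NC siRNA to 149.8 ± 2.72 CPM (SD, n = 3) with BNC2 siRNA, a log2 fold change of 2.44 (standard error 0.07, adjusted p = 6.6e-14 from edgeR's quasi-likelihood test). MATN2, on chromosome 8 from 98881068 to 99048952, rose from 16.6 ± 0.368 to 99.4 ± 7.89 CPM (log2 fold change 2.58, standard error 0.08, adjusted p = 6.8e-14). The difference between these rises, 2.44 and 2.58, was not tested.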

In addition to the matrisome, BNC2 also orchestrates complex changes in the expression of multiple ECM-degrading proteases such as specific members of the MMP family that include collagenases (MMP1), gelatinases (MMP9), stromelysins (MMP3), and membrane-bound MMPs (MMP17, 25) that collectively process and degrade a broad spectrum of collagens and other ECM components. 

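MMP3 fell from 49.6 ± 4.81 CPM (SD, n = 3) with NC siRNA to 3.39 ± 0.348 CPM (SD, n = 3) with BNC2 siRNA, a log2 fold change of -3.87 (standard error 0.12, adjusted p = 6.6e-14 from edgeR's quasi-likelihood test). MMP17 fell from 16.1 ± 2.98 to 1.23 ± 0.177 CPM (log2 fold change -3.71, standard error 0.19, adjusted p = 3.6e-11). MMP25 started from 3.66 ± 0.821 CPM and fell by less, with a log2 fold change of -1.83 (standard error 0.27, adjusted p = 1.5e-05). MMP8 had 75, 74 and 84 counts in the NC siRNA libraries and 0, 1 and 0 in the BNC2 siRNA libraries, so it was at least 25.1-fold lower. Other members of the family went the other way: MMP16 rose by a log2 fold change of 0.95 (adjusted p = 1.1e-06), and the abundant MMP14 by 0.22 (adjusted p = 0.0011), to 2989 ± 48.8 CPM (SD, n = 3).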

Complex regulation is also seen in the plasminogen activation (PA) system; a key mechanism of ECM remodeling. Here, the ECM-degrading protease plasmin is generated from plasminogen via the actions of urokinase (uPA) or tissue-type (tPA) plasminogen activators, encoded, respectively, by the genes PLAU and PLAT. Plasmin activation is critical for the breakdown of blood clots (fibrinolysis) and for cancer progression where PA dysregulation affects cell adhesion and migration (68). 

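PLAT, on chromosome 8 of GRCh37 from 42032236 to 42065227, fell from 19.7 ± 1.48 CPM (SD, n = 3) with NC siRNA to 0.219 ± 0.0444 CPM (SD, n = 3) with BNC2 siRNA, a log2 fold change of -6.46 (standard error 0.21, adjusted p = 1.4e-13 from edgeR's quasi-likelihood test). PLAU, on chromosome 10 from 75668935 to 75677254, rose from 566 ± 1.89 to 796 ± 29.2 CPM (log2 fold change 0.49, standard error 0.05, adjusted p = 3.0e-07). Of the serpin genes, SERPINA1 fell by a log2 fold change of -1.92 and SERPINB8 by -1.37, with adjusted p-values of 1.9e-05 and 1.6e-09. SERPINB2 had at most 3 counts in each BNC2 siRNA library and 3.30 ± 0.519 CPM (SD, n = 3) in the NC siRNA libraries, so it was at least 18.5-fold lower. SERPINE2 fell less, by a log2 fold change of -0.53 (adjusted p = 2.4e-07). SERPINB6 and SERPINB7 rose, by 1.21 (adjusted p = 1.1e-10) and 1.59 (adjusted p = 9.7e-10), and SERPINH1 did not differ (log2 fold change -0.02, standard error 0.05, adjusted p = 0.777). Of the 10 genes of Fig S12A, 3 were up-regulated and 6 down-regulated, with the same numbers adjusted over the list alone and under each of the alternatives run on this list. The study chose this list, so these counts are not independent evidence.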

We note BNC2 knockdown results in the dramatic reduction of PLAT (whereas PLAU remains very highly expressed) and of multiple serpin genes (A1, B2, B8, E1) that are prominent uPA and tPA inhibitors (Fig S12A). This would suggest that BNC2 regulates the PA system, and thereby ECM remodeling, at multiple levels. Another example of the complex regulation orchestrated by BNC2 can be seen within the semaphorin family; secreted and membrane-associated signaling proteins that were originally identified as regulators of axon guidance, but that are now recognized to have other roles, including in metastasis (69). It is interesting that upon BNC2 knockdown, specific semaphorins and semaphorin (plexin) receptors are both up- and down-regulated, suggesting a complex regulatory system yet to be explored (Fig S12B). 

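Of the 22 semaphorin, plexin and plexin-domain genes of Fig S12B, 10 were higher and 9 lower with BNC2 siRNA than with NC siRNA. SEMA3B, SEMA4G and PLXNB3 were not called. Adjusted over the list alone, the numbers were also 10 and 9. The largest rise was that of SEMA7A, on chromosome 15 of GRCh37 from 74701630 to 74726299, from 6.18 ± 0.357 CPM (SD, n = 3) to 100.6 ± 4.46 CPM (SD, n = 3), with a log2 fold change of 4.03 (standard error 0.08, adjusted p = 7.6e-16 from edgeR's quasi-likelihood test). SEMA3A rose by a log2 fold change of 1.44 (standard error 0.09). The largest falls were those of the receptor genes PLXND1 (log2 fold change -2.85, standard error 0.23, adjusted p = 7.8e-09) and PLXNC1 (log2 fold change -2.82, standard error 0.42, adjusted p = 1.5e-05). PLXNC1 was weakly expressed, at 1.86 ± 0.420 CPM (SD, n = 3) with NC siRNA, and its log2 fold change was -3.63 without BNC2 siRNA replicate 3 and -2.44 without BNC2 siRNA replicate 2. SEMA3F and SEMA3D fell by log2 fold changes of -2.44 and -2.04, with standard errors of 0.16 and 0.09. PLXNA3 was the weakest call, with a log2 fold change of -0.20 (adjusted p = 0.028) and overlapping libraries. It was not called without the filter on low counts (log2 fold change -0.17), nor without NC siRNA replicate 1, NC siRNA replicate 2, BNC2 siRNA replicate 2 or BNC2 siRNA replicate 3, where its log2 fold changes were -0.15, -0.19, -0.21 and -0.15. SEMA3B was called without NC siRNA replicate 1, with a log2 fold change of 0.82, and fell without NC siRNA replicate 2, by -0.036.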

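Of the 24 cytokine genes of Fig S12C, 19 were lower with BNC2 siRNA than with NC siRNA. TGFB2 and FAM19A3 were the 2 that were higher, whereas IL18BP, CD70 and IFNE were not called. Adjusted over the list alone, the numbers were also 19 and 2. IL1B, on chromosome 2 of GRCh37 from 113587328 to 113594393, had 126.9 ± 7.29 CPM (SD, n = 3) with NC siRNA and at most 3 counts in each BNC2 siRNA library, which makes it at least 712-fold lower. IL8 fell from 140.6 ± 2.97 to 7.46 ± 0.242 CPM (log2 fold change -4.23, standard error 0.08, adjusted p = 1.8e-16 from edgeR's quasi-likelihood test), and LIF from 76.2 ± 10.2 to 7.39 ± 0.399 CPM (log2 fold change -3.37, standard error 0.11, adjusted p = 1.3e-13). CCL5 and IL6 fell by log2 fold changes of -2.77 and -2.52, with standard errors of 0.17 and 0.18 and adjusted p-values of 2.5e-10 and 2.2e-09. CXCL5, the most abundant gene of the list with NC siRNA, fell from 833 ± 79.7 to 136 ± 8.18 CPM (log2 fold change -2.62, standard error 0.07). IL36RN and CCL20 also had at most 3 counts in each BNC2 siRNA library and were at least 14.1-fold and at least 10.9-fold lower. TGFB2 rose by a log2 fold change of 0.89 (standard error 0.08), and FAM19A3 by 2.81 (standard error 0.28), which became 3.44 without NC siRNA replicate 2. CD70 was called, as lower, when libraries were scaled by total counts only (log2 fold change -0.27), and without NC siRNA replicate 1 (-0.27) or BNC2 siRNA replicate 1 (-0.29). As a set the list was shifted downwards against the other genes (camera, adjusted p = 2.0e-12), also with the estimated correlation, which moved it most (adjusted p = 0.0094), and with fry (adjusted p = 6.6e-06). The study chose this list, so the set test is not independent evidence.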

Lastly, we also observe that the expression of a number of pro-inflammatory cytokines is dependent upon BNC2; most dramatically IL-1B, and also others including IL-6, IL-8, LIF, and CCL5 (Fig S12C). These are noteworthy on account of their promotion of cancer growth and metastasis, achieved via multiple mechanisms including the promotion of EMT (70, 71, 72, 73, 74) and the release of MMPs (75, 76, 77). As the expression of cytokines such as IL-1B correlates with poor prognosis across different cancer types, more advanced cancer stage and metastatic spread (78, 79, 80), the importance of BNC2 regulating these matrisome-adjacent genes also warrants further investigation.

**Figure S12.**
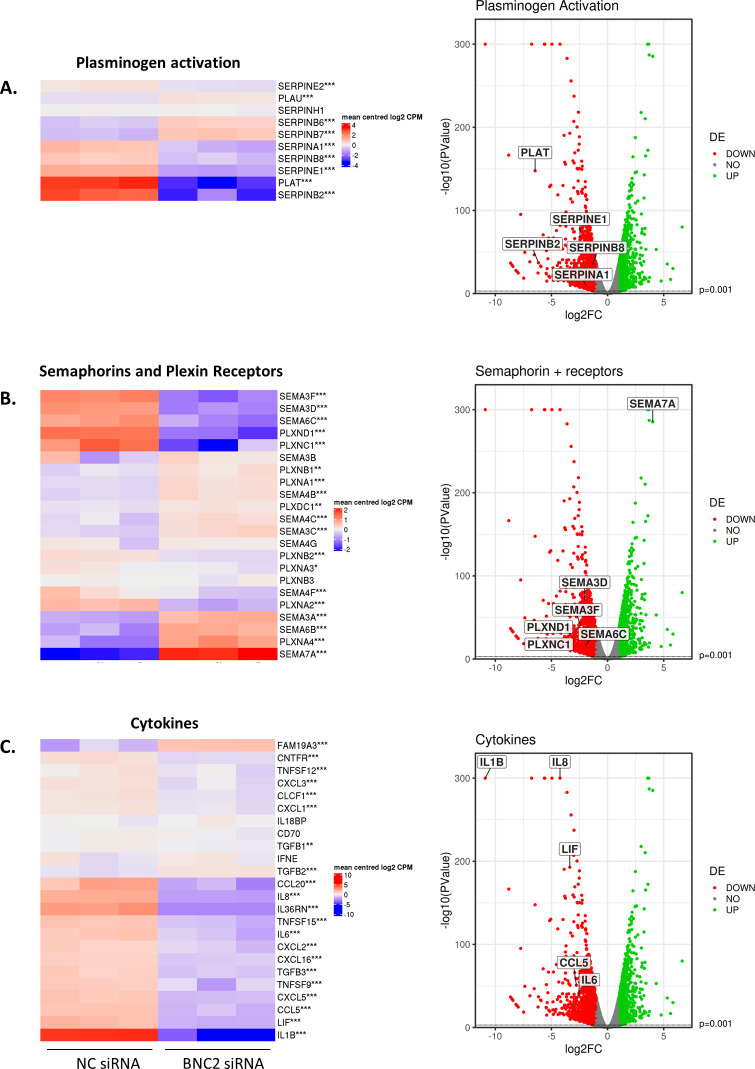
Basonuclin-2 knockdown regulates genes associated with fibrinolysis, semaphorin signaling, and cytokines. RNA-Seq from BT549 cells transiently transfected with control or basonuclin-2 siRNAs. **(A, B, C)** The expression of genes associated with (A) the plasminogen activation system (fibrinolysis), (B) semaphorin ligands and their receptors, and (C) cytokines are shown as heat maps and volcano plots.

Co-regulons have been used to suggest a putative role for BNC2 in the induction of EMT (8). GWAS that implicate *BNC2*-associated alleles with adolescent idiopathic scoliosis (31, 32, 33, 34, 35, 36) also implicate other ECM-associated genes and cytokines that we also find to be under BNC2 control in our breast cancer system (MATN1, MMP9, SOX9, IL-6 as examples) (35). 

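SOX9, on chromosome 17 of GRCh37 from 70117161 to 70122557, rose from 8.99 ± 0.960 CPM (SD, n = 3) with NC siRNA to 58.5 ± 6.10 CPM (SD, n = 3) with BNC2 siRNA, a log2 fold change of 2.70 (standard error 0.10, adjusted p = 1.1e-12 from edgeR's quasi-likelihood test). MATN1 was close to the limit of what was tested, at 1.20 ± 0.121 CPM with NC siRNA and 0.679 ± 0.184 CPM with BNC2 siRNA. Its log2 fold change was -0.84 (standard error 0.32, adjusted p = 0.027). MATN1 kept its direction but was not called with DESeq2 (adjusted p = 0.0891), without the filter on low counts (adjusted p = 0.0603), or without NC siRNA replicate 2, BNC2 siRNA replicate 1 or BNC2 siRNA replicate 2, where the log2 fold changes were -0.75, -0.73 and -0.71.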

Craniofacial developmental defects observed after BNC2 knockout (28) likely have a contribution of ECM remodeling, whereas hair follicle defects (30) suggest a developmental role in mesenchymal progenitor cells that are again consistent with a gene, that is, mesenchymally expressed in the adult with an EMT-associated function.

This study, together with a recent publication detailing the involvement of BNC2 in myofibroblasts during liver fibrosis (51), directly implicates BNC2 as a regulator of the ECM. Our findings are broadly consistent with those reported by reference 51, who showed that BNC2 is expressed in myofibroblasts, is induced during fibrosis and is co-expressed with Col1A1. Here, we too report BNC2 is most highly expressed in fibroblasts (Fig 6), is induced by TGFβ (that promotes EMT and fibrosis, Fig 1G–I) and is co-expressed with type-I collagens (Figs 3 and 8E). In contrast, however, reference 51 reports BNC2 knockdown decreased collagen expression in hepatic stellate cells, whereas we find in mammary fibroblasts (and BNC2-expressing breast cancer cells), BNC2 knockdown increases the expression of collagen (both mRNA and secreted collagen protein).

Our data from mammary cells are consistent with the same transcriptional programs driving both BNC2 and collagen expression, with BNC2 then acting upon collagen genes to limit their excessive production. The explanation for why in different contexts, BNC2 either promotes or inhibits collagen expression is unclear; however, one intriguing possibility is suggested by the model proposed by reference 51, in which YAP1 and SMAD proteins co-associate with BNC2 on the promoters of matrisomal genes to drive expression. It is interesting that YAP1 has been previously reported to convert ZEB1 from a transcriptional repressor to an activator (81). One possibility is therefore that BNC2 might play either a positive or a negative role depending upon which transcriptional co-factors are present, be that YAP1 or otherwise.

On the basis of Zn-finger domains and nuclear localization, BNC2 is widely regarded as a transcription factor and thus, an obvious mechanism to account for the effects of BNC2 is the binding of DNA and regulation of target gene transcription. To this end, two BNC2 ChIP-Seq studies have been published (10, 51) and it is noteworthy that matrisomal genes are identified as enriched in both. However, as a minor word of caution, we have not been able to demonstrate this mechanism as the same commercially available BNC2 antibody, that is, used in these studies (which exhibits questionable specificity, Fig S1), was not capable of immunoprecipitating either endogenous BNC2 or a FLAG-tagged construct in our hands. A FLAG-antibody did pulldown FLAG–BNC2; however, this failed to result in the convincing co-precipitation of DNA. As such, we are yet to fully define the complete mechanisms behind our observations though for now, direct regulation of matrisomal genes remains the leading hypothesis.

Despite extensive linkage to cancer via GWAS, a role for BNC2 as a regulator of the ECM is only now emerging. In the context of cancer, this may apply to both the cancer cells themselves and to mesenchymal stromal cells such as fibroblasts that are primarily responsible for matrix production and remodeling. The ECM as a whole, and individual ECM components such as collagens and MMPs, are widely implicated in cancer but whether in a tumour-promoting or suppressing role is complex and context dependent. Similarly, the tumour promoting or suppressing role of BNC2 appears to be similarly complex. We report seemingly contradictory findings in that BNC2 is generally expressed at lower levels in tumours compared with normal tissue (Figs 8 and S8); however, high BNC2 expression in tumours corresponds to more advanced disease, poorer prognosis, and the classification of increased types of lower-survival tumours (metaplastic and claudin-low) (Figs 8, S10, and S11). As these data were obtained from the bulk sequencing of tissue, and because BNC2 is most highly expressed in fibroblasts, one explanation is that the prognostic impact of BNC2 does not derive from BNC2 expressed in the cancer cells themselves, but as a marker of infiltrating fibroblasts. High levels of fibroblast infiltration into tumours correlate with poor prognosis (82, 83). There is a possibility that BNC2 may act as a tumour suppressor in the cancer cells in which it is expressed (decreasing motility for example), but the presence of high levels of BNC2 in tumour bulk sequencing could still be indicative of fibroblast infiltration and thus, poorer outcomes. Determining whether BNC2 functions as a tumour suppressor or an oncogene is therefore a nuanced question that requires further investigation, particularly in relation to the impact on cancer development from its role in matrisome-secreting fibroblasts.

## Materials and Methods

### Cell culture and maintenance

All cell lines were maintained at 37°C with 5% CO_2_ in media listed in Table S1. Human mammary epithelial (HMLE) cells were obtained from the Weinberg laboratory. Human mammary fibroblasts, immortalized with hTert, were a gift from Roger Reddel (Children’s Medical Research Institute, CMRI, Westmead). To induce EMT, HMLE, MCF10A, and MDCK (Madin–Darby canine kidney) cells were treated with 2.5 ng/ml TGF-β (R&D systems) for a minimum of 2 wk.

Table S1. Cell culture conditions.

### RNA extraction and real-time PCR

Total RNA was extracted using TRIzol (Invitrogen) following the manufacturer’s instructions. After RNA quantification (ND-1000; NanoDrop spectrometer), 1 μg of RNA was reverse transcribed using the QuantiTect Reverse Transcription Kit (QIAGEN). Quantitative RT–PCR was performed on a Corbett Rotor-Gene 6000 detection system (QIAGEN) using QuantiTect SYBR Green (QIAGEN). Relative gene expression levels were determined using the comparative quantification feature of Rotor-Gene software and normalized to GAPDH or ACTB. Primer sequences are listed in Table S2.

Table S2. Oligonucleotide and gblock sequences used for qPCR and cloning.

### miRNA and siRNA transfection

Cells were transfected with miRNA mimics, siRNAs, or plasmids using the Lipofectamine 2000 Transfection Reagent (Invitrogen) for plasmids or RNAiMax (Invitrogen) for siRNAs and miRNAs following manufacturer’s protocols. 5–24 h post-transfection, media was replaced. The sequences of the miRNA mimics and siRNAs are listed in Table S3. Final concentrations of 10 nM miR-200c mimic or 20 nM siRNA were used throughout. siRNAs were comprised by equally mixing three GenePharma or two QIAGEN siRNAs (sequences listed in Table S3) and compared with 20 nM of the respective siRNA control.

Table S3. Transfected small RNA sequences.

### Lentivirus production and transduction

2 × 10^6^ HEK293T cells were seeded in T25 flasks the day before transfection with 4 μg of the corresponding construct and viral packaging plasmids (pLP1, pLP-VSVG, and pTAT; 1 μg each) using 12 μl Lipofectamine 2000 (Invitrogen) and 500 μl Opti-MEM (Gibco). Viral supernatants were then collected after 72 h and used to transduce cells (1:4) in the presence of 4 mg/ml polybrene. Depending on the selection marker on the transfer plasmid, 1 μg/ml of puromycin or 1 mg/ml G418 was used to eradicate un-transduced cells. Cells were then grown for at least 72 h before further analyses.

### Generation of inducible 3xFlag-tagged BNC2 overexpression cell lines

Bacteria expressing *BNC2* cDNA were obtained from DNASU (clone ID# 859007). *BNC2* was then amplified by PCR and cloned into the BamH1 and Not1 restriction sites of the pENTER2B vector. 3-FLAG tags were then introduced into the BamH1 and Apa1 restriction sites. Using gateway cloning (Invitrogen), 3xFlag-*BNC2* fragments were then cloned into the pInducer20 vector. Lentivirus generation and MCF7 and T47D cell transduction was performed as described above. Flowcytometric single-cell sorting was performed using a FACSMelody Cell Sorter (BD Bioscience) to isolate single cells. To induce expression, MCF7 and T47D single clones were treated for 6 d with 0.05 and 1 μg/ml of doxycycline, respectively. qRT-PCR was then performed to screen for BNC2-expressing cells.

### Generation of stable GFP-expressing BT549 and MDA-MB-231 cells

Lentiviral generation was performed using a pLV4301-enhanced GFP transfer vector and packaging plasmid as outlined above. BT549 and MDA-MB-231 cells were then transduced with viral supernatants. After antibiotic selection (1 μg/ml puromycin), flowcytometric cell sorting was performed to purify GFP-expressing cells which were grown for a further 72 h before analyses.

### Generation of inducible shBNC2 cell lines

Specific *BNC2* shRNA and negative control shRNA were cloned into a pInducer10 vector using XhoI and EcoRI restriction sites. Lentivirus generation and BT549 cell transduction was performed as previously described. After antibiotic selection (1 μg/ml puromycin) and induction (1 μg/ml doxycycline), flow cytometry was used to isolate m-cherry–expressing cells (as it is incorporated into the pInducer vector). Single-cell sorting and qRT-PCR were then performed to identify single clones with the best BNC2 knockdown efficiency.

### Luciferase reporter assay

4 × 10^4^ MDA-MB-231 cells were seeded in 24-well plates and co-transfected with 10 nM scrambled or miR-200c mimics (mirVana miRNA mimic-MC11714), 100 ng firefly luciferase reporter plasmid (pGL3), and 15 ng pRL-TK Renilla plasmid into which the first 3 kb of the BNC2 3′UTR was cloned. 24 h post-transfection, cells were lysed in passive lysis buffer (Promega) and activity measured using the Dual-Luciferase Reporter Assay System (Promega) on a GloMax-Multi Detection System (Promega). Relative luciferase activity was calculated as the ratio of Renilla to Firefly luciferase activity.

### Western analysis

Protein extracts were prepared using 1xRIPA buffer (Bio-Rad) (including protease and phosphatase inhibitors). Protein was then quantified using a BCA protein assay (Thermo Fisher Scientific). 20 μg of lysates were separated on Bolt Bis–Tris Plus 4–12% gels (Invitrogen), transferred to nitrocellulose, and blocked with 5% skimmed milk in TBS-T. Membranes were incubated with primary antibody overnight at 4°C and detected by HRP anti-mouse or rabbit secondary antibody in 5% skimmed milk in TBS-T at RT for 1 h. Membranes were then visualised by ECL (GE Healthcare) according to the manufacturer’s instructions and imaged using the ChemiDoc Touch Imaging System (Bio-Rad). All antibodies are listed in Table S4.

Table S4. Antibodies.

### Immunofluorescent labelling

Cells were seeded on either 13 mm coverslips or in fibronectin-coated chamber slides (BD Biosciences), fixed in 4% paraformaldehyde, permeabilized in 0.3% PBS–Triton X-100 for 5 min, blocked in 3% BSA/0.1% PBS-T for 20 min, and labelled with 1:500 dilution of primary antibody in 3% BSA/0.1% PBS-T overnight at 4°C, followed by the relevant goat–anti-mouse/rabbit secondary antibodies conjugated to either AlexaFluor 488 or AlexaFluor 555 in 3% BSA/0.1% PBS-T (1:500; Invitrogen). After secondary antibody incubation, F-actin labelling was performed using rhodamine phalloidin in 3% BSA/0.1% PBS-T (1:300; Invitrogen) for 30 min. Coverslips were mounted in Vectashield-containing DAPI (Vectorlabs). Confocal images were acquired using Zeiss LSM 700 or Leica SP8 confocal systems.

### Wound-healing assay

5 × 10^5^ cells were seeded in 24-well plates. Dox induction of *BNC2* shRNA or expression was performed for 6 d before 24 h serum starvation. A scratch was made, and live cell imaging was conducted for up to 72 h (10X objective lenses). Wound closure was calculated using ImageJ.

### Migration and invasion assay

Following two rounds of *BNC2* or control siRNA transfection, cells were seeded (2 × 10^5^ cells) without serum in Transwell (8.0 IM PET; Costar) or Matrigel Invasion Chambers (8.0 IM PET; BD Biocoat) covered in complete media. Cells were then incubated at 37°C for 8 and 24 h for migration and invasion assays, respectively, before fixing in 4% paraformaldehyde. Transwells and Matrigel chambers were washed extensively with PBS, permeabilized using 0.1% Triton X-100, stained with DAPI (400 ng/ml in methanol), and mounted with DAKO fluorescence mounting mediun (Agilent). Cells were counted and averaged across six fields and counted using ImageJ. All assays were performed in triplicate.

### Gelatin degradation assay

Coverslips (18 mm diameter) were prepared by subjecting to a 30% nitric acid wash (30 min) followed by 0.01% poly-L-lysine (Sigma-Aldrich) coating (15 min) and crosslinking with 0.5% glutaraldehyde (10 min, including extensive PBS washing). Gelatin coating was performed by incubating coverslips with pre-warmed 0.1% Oregon Green 488-conjugated gelatin (Invitrogen) and 0.2% porcine gelatin for 10 min to which 5 mg/ml NaBH4 (a reducing agent) was added (3 min). Coverslips were incubated in complete media for 2 h at 37°C before seeding (2 × 10^4^ cells/ml) and overnight incubation. Cells were then fixed with 4% paraformaldehyde in 5% sucrose (20 min at 37°C), permeabilized in 0.5% Triton X-100-PBS (5 min), and immunolabelled (1:300; AlexaFluor 647-Phalloidin). Coverslips were mounted in Vectashield-mounting media (VectorLabs). Imaging was performed using Zeiss LSM 700 and Leica SP8 confocal microscopes. Quantitation of gelatin degradation was performed counting a minimum of 250 cells per variable. The total area of gelatin degradation was calculated using ImageJ. All assays were performed in triplicate.

### CDM

Using a similar protocol to that previously published (84). Briefly, 18 mm sterilized coverslips were incubated in 0.2% gelatin (1 h at 37°C), washed with PBS, and cross-linked using 1% glutaraldehyde (30 min at RT). Remaining glutaraldehyde was quenched using 1 M glycine (20 min at RT) and washed again with PBS. Coated coverslips were incubated with complete DMEM for 1 h at 37°C before seeding immortalized fibroblasts at 1 × 10^5^ cells per coverslip, and incubated overnight at 37°C before changing to medium supplemented with 50 μg/ml ascorbic acid for 7 d. Medium was changed daily. Cells were lysed with pre-warmed extraction buffer (20 mM NH_4_OH and 0.5% Triton X-100 in PBS) for 5 min until cell denudation was observed. Residual DNA was removed by incubation with 10 μg/ml DNase I (37°C for 30 min) followed by 2x PBS washes. The CDM were either used for immunofluorescence analysis of collagen I and MMP1 or seeded with breast cancer cell lines followed by live cell imaging for 48 h using an IN Cell Analyzer 2200 (Cytiva) then cell movement was analyzed by ImageJ TrackMate plugin (85).

### Flow cytometry and single-cell sorting

Cells were washed in PBS, trypsinized, washed twice in PBS containing 0.01 M EDTA, and centrifuged at 350*g* for 5 min followed by resuspension of the cell pellet in sorting buffer (ice cold 1xPBS, 5 mM EDTA, 1% FCS, and 25 mM HEPES; pH 7.0). Cells were then filtered using 30 μm sterile filters (BD Biosciences) and sorted based on GFP or m-Cherry intensity compared with parental cells using a BD FACSMelody Cell Sorter. Where single clones were needed, pooled cells were sorted into single cells in 96-well plates and grown in conditioned media before expanding into larger flasks.

### RNA sequencing

RNA was prepared from cells using TRIzol according to the manufacturer’s instructions. RNA quality was then checked using an Agilent Bioanalyzer (all RIN values > 7) and concentration confirmed using a Qubit HS RNA kit. Poly(A) RNA was then isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module columns and the library prepared with KAPA RNA HyperPrep kits according to the manufacturer’s instruction. Library sizes and yields were confirmed with the Agilent Bioanalyzer and Qubit and were diluted to 4 nM stocks. Libraries were pooled in equimolar ratios and sequenced using a single-end 75 cycle high output kit on an Illumina NextSeq500 at the ACRF Cancer Genomics Facility. Three biological replicates were prepared with and without knockdown of BNC2 in BT549 cells. BNC2 knockdown was achieved using GenePharma siRNAs, with RNA prepared 6 d after siRNA transfection (specifically chosen to allow sufficient time for the loss of BNC2 to permeate across the gene expression network).

### Sequencing read quality control and mapping

The FASTQ files were analyzed and quality-checked using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped against the human reference genome (build hg19) using the iGenomes UCSC hg19 gene annotations using the STAR (v2.6.1d) spliced alignment algorithm (86) with parameters—twopassMode basic and quantMode GeneCounts and otherwise default parameters. Alignments were visualized and interrogated using the Integrative Genomics Viewer v2.12.2 (87).

### Differential expression analysis

Differential gene expression was performed using EdgeR (88) glmFit and glmLRT methods to fit negative binomial generalized log-linear models to the gene-level read counts produced by STAR. 

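The likelihood ratio test of edgeR's glmFit and glmLRT called 8992 of the 12186 genes, 4520 up-regulated and 4472 down-regulated, and 8869 of these were among the genes called by the quasi-likelihood test. No gene called by both had opposite signs. Both tests were also run on counts simulated from these libraries, with 199 genes changed 2-fold among 12055 tested. The quasi-likelihood test recovered 190 of the changed genes with 13 false calls, and the likelihood ratio test recovered 193 with 22 false calls. In the real libraries most genes tested were called, so these error counts need not hold there.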

Genes with a *Q*-value of ≤ 0.05 were considered significant.

### Breast cancer gene correlation network analysis

Weighted gene correlation network analysis was performed using the R package WGCNA (89). A signed network was constructed from gene expression data from TCGA breast cancer cohort (BRCA) for primary tumours only (n = 1,094) in counts per million (CPM) format. Using only genes on autosomal chromosomes, highly expressed genes were selected by requiring expression to be at least 10 cpm in at least 20 samples. A pseudocount of one as added to the raw counts before log_2_ transformation whereupon we selected the 5,000 genes with the largest range between the 90th and 10th percentiles of expression. The distance matrix was created using distOptions = “method = euclidean” and a Z.k threshold of −3 was used which resulted in identifying and discarding three samples as outliers. The data were raised to a soft power of eight and used to produce a tree from the topological dissimilarity matrix using method = “average.” To select gene clusters, we performed dynamic branch cutting (method = “hybrid,” minClusterSize = 20, deepSplitParam = 2) and merged closely related modules using the mergeClose function (cutHeight = 0.15). Module eigengenes were determined and correlated with traits, and the statistical significance of this was evaluated using the cor (use = “p”) and the corPvalueStudent functions. Module membership, a generalised version of intramodular connectivity, was calculated for each gene and module eigengene combination, defined as the correlation between the two. The resulting network was exported using the exportNetworktoCytoscape function (with threshold = 0.1) visualised in Gephi (90).

### Gene ontology analysis

The gene ontology enrichment in WGCNA gene modules and BNC2 knockdown samples was characterised using the anRichment package with the entire GO collection for “human” and Hallmark collection from MSigDB (v7.4, organism = “human,” “MSigDB H: Hallmark gene sets”). GO enrichment was calculated using a threshold of “5 × 10^−2^” for thresholdType = “Bonferroni.” We discarded gene sets larger than 1,000 or smaller than 25 genes.

### Statistics and reproducibility

Statistical analysis was carried out using GraphPad Prism 8 software, and data are represented as the mean with SD. Significance was measured by two-tailed unpaired *t* tests, comparing BNC2 manipulated and control samples for all qRT-PCR, luciferase, and migration/invasion assays presented. Significant *P*-values are indicated by *P < 0.05, **P < 0.01, ***P < 0.001 relative to control transfection as stated in figure legends. Pearson correlation of BNC2 expression with epithelial/mesenchymal gene score (Fig 1A–C) and other genes (Fig S2A and B) is shown. Statistical significance of enriched gene ontologies are calculated using the bioinformatic packages described.

## Data Availability

The RNA sequencing data from this publication have been deposited to the NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE221228.

## Supplementary Material

Reviewer comments

## References

[1] Aiello NM, Kang Y (2019) Context-dependent EMT programs in cancer metastasis. J Exp Med 216: 1016–1026. 10.1084/jem.2018182730975895PMC6504222

[2] Nieto MA, Huang RY, Jackson RA, Thiery JP (2016) EMT: 2016. Cell 166: 21–45. 10.1016/j.cell.2016.06.02827368099

[3] Henke E, Nandigama R, Ergun S (2019) Extracellular matrix in the tumor microenvironment and its impact on cancer therapy. Front Mol Biosci 6: 160. 10.3389/fmolb.2019.0016032118030PMC7025524

[4] Poltavets V, Kochetkova M, Pitson SM, Samuel MS (2018) The role of the extracellular matrix and its molecular and cellular regulators in cancer cell plasticity. Front Oncol 8: 431. 10.3389/fonc.2018.0043130356678PMC6189298

[5] Lugli A, Zlobec I, Berger MD, Kirsch R, Nagtegaal ID (2021) Tumour budding in solid cancers. Nat Rev Clin Oncol 18: 101–115. 10.1038/s41571-020-0422-y32901132

[6] Gregory PA, Bert AG, Paterson EL, Barry SC, Tsykin A, Farshid G, Vadas MA, Khew-Goodall Y, Goodall GJ (2008) The miR-200 family and miR-205 regulate epithelial to mesenchymal transition by targeting ZEB1 and SIP1. Nat Cell Biol 10: 593–601. 10.1038/ncb172218376396

[7] Park SM, Gaur AB, Lengyel E, Peter ME (2008) The miR-200 family determines the epithelial phenotype of cancer cells by targeting the E-cadherin repressors ZEB1 and ZEB2. Genes Dev 22: 894–907. 10.1101/gad.164060818381893PMC2279201

[8] da Silveira WA, Palma PVB, Sicchieri RD, Villacis RAR, Mandarano LRM, Oliveira TMG, Antonio HMR, Andrade JM, Muglia VF, Rogatto SR, (2017) Transcription factor networks derived from breast cancer stem cells control the immune response in the basal subtype. Sci Rep 7: 2851. 10.1038/s41598-017-02761-628588211PMC5460106

[9] Song H, Ramus SJ, Tyrer J, Bolton KL, Gentry-Maharaj A, Wozniak E, Anton-Culver H, Chang-Claude J, Cramer DW, DiCioccio R, (2009) A genome-wide association study identifies a new ovarian cancer susceptibility locus on 9p22.2. Nat Genet 41: 996–1000. 10.1038/ng.42419648919PMC2844110

[10] Buckley MA, Woods NT, Tyrer JP, Mendoza-Fandino G, Lawrenson K, Hazelett DJ, Najafabadi HS, Gjyshi A, Carvalho RS, Lyra PC Jr., (2019) Functional analysis and fine mapping of the 9p22.2 ovarian cancer susceptibility locus. Cancer Res 79: 467–481. 10.1158/0008-5472.CAN-17-386430487138PMC6359979

[11] Cesaratto L, Grisard E, Coan M, Zandona L, De Mattia E, Poletto E, Cecchin E, Puglisi F, Canzonieri V, Mucignat MT, (2016) BNC2 is a putative tumor suppressor gene in high-grade serous ovarian carcinoma and impacts cell survival after oxidative stress. Cell Death Dis 7: e2526. 10.1038/cddis.2016.44827899818PMC5059877

[12] Vigorito E, Kuchenbaecker KB, Beesley J, Adlard J, Agnarsson BA, Andrulis IL, Arun BK, Barjhoux L, Belotti M, Benitez J, (2016) Fine-scale mapping at 9p22.2 identifies candidate causal variants that modify ovarian cancer risk in BRCA1 and BRCA2 mutation carriers. PLoS One 11: e0158801. 10.1371/journal.pone.015880127463617PMC4963094

[13] Wentzensen N, Black A, Jacobs K, Yang HP, Berg CD, Caporaso N, Peters U, Ragard L, Buys SS, Chanock S, (2011) Genetic variation on 9p22 is associated with abnormal ovarian ultrasound results in the prostate, lung, colorectal, and ovarian cancer screening trial. PLoS One 6: e21731. 10.1371/journal.pone.002173121750727PMC3131287

[14] Goode EL, Chenevix-Trench G, Song H, Ramus SJ, Notaridou M, Lawrenson K, Widschwendter M, Vierkant RA, Larson MC, Kjaer SK, (2010) A genome-wide association study identifies susceptibility loci for ovarian cancer at 2q31 and 8q24. Nat Genet 42: 874–879. 10.1038/ng.66820852632PMC3020231

[15] Akagi T, Ito T, Kato M, Jin Z, Cheng Y, Kan T, Yamamoto G, Olaru A, Kawamata N, Boult J, (2009) Chromosomal abnormalities and novel disease-related regions in progression from Barrett's esophagus to esophageal adenocarcinoma. Int J Cancer 125: 2349–2359. 10.1002/ijc.2462019670330PMC2766567

[16] Huang CN, Huang SP, Pao JB, Hour TC, Chang TY, Lan YH, Lu TL, Lee HZ, Juang SH, Wu PP, (2012) Genetic polymorphisms in oestrogen receptor-binding sites affect clinical outcomes in patients with prostate cancer receiving androgen-deprivation therapy. J Intern Med 271: 499–509. 10.1111/j.1365-2796.2011.02449.x21880074

[17] Beothe T, Zubakov D, Kovacs G (2015) Homozygous losses detected by array comparative genomic hybridization in multiplex urothelial carcinomas of the bladder. Cancer Genet 208: 434–440. 10.1016/j.cancergen.2015.05.02926235493

[18] Li R, Xia Y, Chen X, Li X, Huang G, Peng X, Liu K, Zhang C, Li M, Lin Y, (2022) Identification of a three-miRNA panel in serum for bladder cancer diagnosis by a diagnostic test. Transl Cancer Res 11: 1005–1016. 10.21037/tcr-21-261135706801PMC9189164

[19] Zhang Z, Liang Z, Li D, Wang L, Chen Y, Liang Y, Jiao W, Niu H (2022) Development of a CAFs-related gene signature to predict survival and drug response in bladder cancer. Hum Cell 35: 649–664. 10.1007/s13577-022-00673-w35044630

[20] Wu Y, Zhang X, Liu Y, Lu F, Chen X (2016) Decreased expression of BNC1 and BNC2 is associated with genetic or epigenetic regulation in hepatocellular carcinoma. Int J Mol Sci 17: 153. 10.3390/ijms1702015326821013PMC4783887

[21] Asgari MM, Wang W, Ioannidis NM, Itnyre J, Hoffmann T, Jorgenson E, Whittemore AS (2016) Identification of susceptibility loci for cutaneous squamous cell carcinoma. J Invest Dermatol 136: 930–937. 10.1016/j.jid.2016.01.01326829030PMC4842155

[22] Chahal HS, Lin Y, Ransohoff KJ, Hinds DA, Wu W, Dai HJ, Qureshi AA, Li WQ, Kraft P, Tang JY, (2016) Genome-wide association study identifies novel susceptibility loci for cutaneous squamous cell carcinoma. Nat Commun 7: 12048. 10.1038/ncomms1204827424798PMC4960294

[23] Kim Y, Yin J, Huang H, Jorgenson E, Choquet H, Asgari MM (2022) Genome-wide association study of actinic keratosis identifies new susceptibility loci implicated in pigmentation and immune regulation pathways. Commun Biol 5: 386. 10.1038/s42003-022-03301-335449187PMC9023580

[24] Song K, Xu H, Wang C (2020) The role of N6-methyladenosine methylation in the progression of endometrial cancer. Cancer Biother Radiopharm 37: 737–749. 10.1089/cbr.2020.391233052742

[25] Yang X, Cheng Y, Li X, Zhou J, Dong Y, Shen B, Zhao L, Wang J (2021) A novel transcription factor-based prognostic signature in endometrial cancer: Establishment and validation. Onco Targets Ther 14: 2579–2598. 10.2147/OTT.S29308533880037PMC8053499

[26] Nation JB, Cabot-Miller J, Segal O, Lucito R, Adaricheva K (2021) Combining algorithms to find signatures that predict risk in early-stage stomach cancer. J Comput Biol 28: 985–1006. 10.1089/cmb.2020.056834582702

[27] Urgard E, Reigo A, Reinmaa E, Rebane A, Metspalu A (2017) Human basonuclin 2 up-regulates a cascade set of interferon-stimulated genes with anti-cancerous properties in a lung cancer model. Cancer Cell Int 17: 18. 10.1186/s12935-017-0394-x28184177PMC5294813

[28] Vanhoutteghem A, Maciejewski-Duval A, Bouche C, Delhomme B, Herve F, Daubigney F, Soubigou G, Araki M, Araki K, Yamamura K-I, (2009) Basonuclin 2 has a function in the multiplication of embryonic craniofacial mesenchymal cells and is orthologous to disco proteins. Proc Natl Acad Sci U S A 106: 14432–14437. 10.1073/pnas.090584010619706529PMC2732838

[29] Yamamoto S, Uchida Y, Ohtani T, Nozaki E, Yin C, Gotoh Y, Yakushiji-Kaminatsui N, Higashiyama T, Suzuki T, Takemoto T, (2019) Hoxa13 regulates expression of common Hox target genes involved in cartilage development to coordinate the expansion of the autopodal anlage. Dev Growth Differ 61: 228–251. 10.1111/dgd.1260130895612PMC6850407

[30] Vanhoutteghem A, Delhomme B, Herve F, Nondier I, Petit JM, Araki M, Araki K, Djian P (2016) The importance of basonuclin 2 in adult mice and its relation to basonuclin 1. Mech Dev 140: 53–73. 10.1016/j.mod.2016.02.00226923665

[31] Makki N, Zhao J, Liu Z, Eckalbar WL, Ushiki A, Khanshour AM, Wu J, Rios J, Gray RS, Wise CA, (2021) Genomic characterization of the adolescent idiopathic scoliosis-associated transcriptome and regulome. Hum Mol Genet 29: 3606–3615. 10.1093/hmg/ddaa24233179741PMC7823110

[32] Man GC, Tang NL, Chan TF, Lam TP, Li JW, Ng BK, Zhu Z, Qiu Y, Cheng JCY (2019) Replication study for the association of GWAS-associated loci with adolescent idiopathic scoliosis susceptibility and curve progression in a Chinese population. Spine (Phila Pa 1976) 44: 464–471. 10.1097/BRS.000000000000286630234802

[33] Ogura Y, Kou I, Miura S, Takahashi A, Xu L, Takeda K, Takahashi Y, Kono K, Kawakami N, Uno K, (2015) A functional SNP in BNC2 is associated with adolescent idiopathic scoliosis. Am J Hum Genet 97: 337–342. 10.1016/j.ajhg.2015.06.01226211971PMC4573260

[34] Ogura Y, Takeda K, Kou I, Khanshour A, Grauers A, Zhou H, Liu G, Fan YH, Zhou T, Wu Z, (2018) An international meta-analysis confirms the association of BNC2 with adolescent idiopathic scoliosis. Sci Rep 8: 4730. 10.1038/s41598-018-22552-x29549362PMC5856832

[35] Wang W, Chen T, Liu Y, Wang S, Yang N, Luo M (2022) Predictive value of single-nucleotide polymorphisms in curve progression of adolescent idiopathic scoliosis. Eur Spine J 31: 2311–2325. 10.1007/s00586-022-07213-y35434775

[36] Xu L, Wu Z, Xia C, Tang N, Cheng JCY, Qiu Y, Zhu Z (2019) A genetic predictive model estimating the risk of developing adolescent idiopathic scoliosis. Curr Genomics 20: 246–251. 10.2174/138920292066619073013241132030084PMC6983957

[37] Kolvenbach CM, Dworschak GC, Frese S, Japp AS, Schuster P, Wenzlitschke N, Yilmaz Ö, Lopes FM, Pryalukhin A, Schierbaum L, (2019) Rare variants in BNC2 are implicated in autosomal-dominant congenital lower urinary-tract obstruction. Am J Hum Genet 104: 994–1006. 10.1016/j.ajhg.2019.03.02331051115PMC6506863

[38] Bhoj EJ, Ramos P, Baker LA, Garg V, Cost N, Nordenskjold A, Elder FF, Bleyl SB, Bowles NE, Arrington CB, (2011) Human balanced translocation and mouse gene inactivation implicate basonuclin 2 in distal urethral development. Eur J Hum Genet 19: 540–546. 10.1038/ejhg.2010.24521368915PMC3083624

[39] Kon M, Suzuki E, Dung VC, Hasegawa Y, Mitsui T, Muroya K, Ueoka K, Igarashi N, Nagasaki K, Oto Y, (2015) Molecular basis of non-syndromic hypospadias: Systematic mutation screening and genome-wide copy-number analysis of 62 patients. Hum Reprod 30: 499–506. 10.1093/humrep/deu36425605705

[40] Lang MR, Patterson LB, Gordon TN, Johnson SL, Parichy DM (2009) Basonuclin-2 requirements for zebrafish adult pigment pattern development and female fertility. PLoS Genet 5: e1000744. 10.1371/journal.pgen.100074419956727PMC2776513

[41] Patterson LB, Parichy DM (2013) Interactions with iridophores and the tissue environment required for patterning melanophores and xanthophores during zebrafish adult pigment stripe formation. PLoS Genet 9: e1003561. 10.1371/journal.pgen.100356123737760PMC3667786

[42] Endo C, Johnson TA, Morino R, Nakazono K, Kamitsuji S, Akita M, Kawajiri M, Yamasaki T, Kami A, Hoshi Y, (2018) Genome-wide association study in Japanese females identifies fifteen novel skin-related trait associations. Sci Rep 8: 8974. 10.1038/s41598-018-27145-229895819PMC5997657

[43] Eriksson N, Macpherson JM, Tung JY, Hon LS, Naughton B, Saxonov S, Avey L, Wojcicki A, Pe’er I, Mountain J (2010) Web-based, participant-driven studies yield novel genetic associations for common traits. PLoS Genet 6: e1000993. 10.1371/journal.pgen.100099320585627PMC2891811

[44] Gao W, Tan J, Huls A, Ding A, Liu Y, Matsui MS, Vierkötter A, Krutmann J, Schikowski T, Jin L, (2017) Genetic variants associated with skin aging in the Chinese Han population. J Dermatol Sci 86: 21–29. 10.1016/j.jdermsci.2016.12.01728057405

[45] Hernando B, Ibanez MV, Deserio-Cuesta JA, Soria-Navarro R, Vilar-Sastre I, Martinez-Cadenas C (2018) Genetic determinants of freckle occurrence in the Spanish population: Towards ephelides prediction from human DNA samples. Forensic Sci Int Genet 33: 38–47. 10.1016/j.fsigen.2017.11.01329190509

[46] Jacobs LC, Hamer MA, Gunn DA, Deelen J, Lall JS, van Heemst D, Uh HW, Hofman A, Uitterlinden AG, Griffiths CEM, (2015) A genome-wide association study identifies the skin color genes IRF4, MC1R, ASIP, and BNC2 influencing facial pigmented spots. J Invest Dermatol 135: 1735–1742. 10.1038/jid.2015.6225705849

[47] Jacobs LC, Wollstein A, Lao O, Hofman A, Klaver CC, Uitterlinden AG, Nijsten T, Kayser M, Liu F (2013) Comprehensive candidate gene study highlights UGT1A and BNC2 as new genes determining continuous skin color variation in Europeans. Hum Genet 132: 147–158. 10.1007/s00439-012-1232-923052946

[48] Kukla-Bartoszek M, Pośpiech E, Woźniak A, Boroń M, Karłowska-Pik J, Teisseyre P, Zubańska M, Bronikowska A, Grzybowski T, Płoski R, (2019) DNA-based predictive models for the presence of freckles. Forensic Sci Int Genet 42: 252–259. 10.1016/j.fsigen.2019.07.01231400656

[49] Seo JY, You SW, Shin JG, Kim Y, Park SG, Won HH, Kang NG (2022) GWAS identifies multiple genetic loci for skin color in Korean women. J Invest Dermatol 142: 1077–1084. 10.1016/j.jid.2021.08.44034648798

[50] Visser M, Palstra RJ, Kayser M (2014) Human skin color is influenced by an intergenic DNA polymorphism regulating transcription of the nearby BNC2 pigmentation gene. Hum Mol Genet 23: 5750–5762. 10.1093/hmg/ddu28924916375

[51] Bobowski-Gerard M, Boulet C, Zummo FP, Dubois-Chevalier J, Gheeraert C, Bou Saleh M, Strub JM, Farce A, Ploton M, Guille L, (2022) Functional genomics uncovers the transcription factor BNC2 as required for myofibroblastic activation in fibrosis. Nat Commun 13: 5324. 10.1038/s41467-022-33063-936088459PMC9464213

[52] Cursons J, Leuchowius KJ, Waltham M, Tomaskovic-Crook E, Foroutan M, Bracken CP, Redfern A, Crampin EJ, Street I, Davis MJ, (2015) Stimulus-dependent differences in signalling regulate epithelial-mesenchymal plasticity and change the effects of drugs in breast cancer cell lines. Cell Commun Signal 13: 26. 10.1186/s12964-015-0106-x25975820PMC4432969

[53] Agarwal V, Bell GW, Nam JW, Bartel DP (2015) Predicting effective microRNA target sites in mammalian mRNAs. Elife 4: e05005. 10.7554/eLife.0500526267216PMC4532895

[54] Migault M, Sapkota S, Bracken CP (2022) Transcriptional and post-transcriptional control of epithelial-mesenchymal plasticity: Why so many regulators? Cell Mol Life Sci 79: 182. 10.1007/s00018-022-04199-035278142PMC8918127

[55] Tsherniak A, Vazquez F, Montgomery PG, Weir BA, Kryukov G, Cowley GS, Gill S, Harrington WF, Pantel S, Krill-Burger JM, (2017) Defining a cancer dependency map. Cell 170: 564–576.e16. 10.1016/j.cell.2017.06.01028753430PMC5667678

[56] Liu T, Zhou L, Li D, Andl T, Zhang Y (2019) Cancer-associated fibroblasts build and secure the tumor microenvironment. Front Cell Dev Biol 7: 60. 10.3389/fcell.2019.0006031106200PMC6492564

[57] Boyle ST, Johan MZ, Samuel MS (2020) Tumour-directed microenvironment remodelling at a glance. J Cell Sci 133: jcs247783. 10.1242/jcs.24778333443095

[58] Wu SZ, Al-Eryani G, Roden DL, Junankar S, Harvey K, Andersson A, Thennavan A, Wang C, Torpy JR, Bartonicek N, (2021) A single-cell and spatially resolved atlas of human breast cancers. Nat Genet 53: 1334–1347. 10.1038/s41588-021-00911-134493872PMC9044823

[59] Plikus MV, Wang X, Sinha S, Forte E, Thompson SM, Herzog EL, Driskell RR, Rosenthal N, Biernaskie J, Horsley V (2021) Fibroblasts: Origins, definitions, and functions in health and disease. Cell 184: 3852–3872. 10.1016/j.cell.2021.06.02434297930PMC8566693

[60] Kolesnikoff N, Chen CH, Samuel MS (2022) Interrelationships between the extracellular matrix and the immune microenvironment that govern epithelial tumour progression. Clin Sci (Lond) 136: 361–377. 10.1042/CS2021067935260891PMC8907655

[61] Cox TR (2021) The matrix in cancer. Nat Rev Cancer 21: 217–238. 10.1038/s41568-020-00329-733589810

[62] Lepucki A, Orlinska K, Mielczarek-Palacz A, Kabut J, Olczyk P, Komosinska-Vassev K (2022) The role of extracellular matrix proteins in breast cancer. J Clin Med 11: 1250. 10.3390/jcm1105125035268340PMC8911242

[63] Shao X, Taha IN, Clauser KR, Gao YT, Naba A (2020) MatrisomeDB: The ECM-protein knowledge database. Nucleic Acids Res 48: D1136–D1144. 10.1093/nar/gkz84931586405PMC6943062

[64] Cox TR, Erler JT (2014) Molecular pathways: Connecting fibrosis and solid tumor metastasis. Clin Cancer Res 20: 3637–3643. 10.1158/1078-0432.CCR-13-105925028505

[65] Danielson KG, Baribault H, Holmes DF, Graham H, Kadler KE, Iozzo RV (1997) Targeted disruption of decorin leads to abnormal collagen fibril morphology and skin fragility. J Cell Biol 136: 729–743. 10.1083/jcb.136.3.7299024701PMC2134287

[66] Kohfeldt E, Sasaki T, Gohring W, Timpl R (1998) Nidogen-2: A new basement membrane protein with diverse binding properties. J Mol Biol 282: 99–109. 10.1006/jmbi.1998.20049733643

[67] Piecha D, Wiberg C, Morgelin M, Reinhardt DP, Deak F, Maurer P, Paulsson M (2002) Matrilin-2 interacts with itself and with other extracellular matrix proteins. Biochem J 367: 715–721. 10.1042/BJ2002106912180907PMC1222949

[68] Heissig B, Salama Y, Osada T, Okumura K, Hattori K (2021) The multifaceted role of plasminogen in cancer. Int J Mol Sci 22: 2304. 10.3390/ijms2205230433669052PMC7956603

[69] Hu S, Zhu L (2018) Semaphorins and their receptors: From axonal guidance to atherosclerosis. Front Physiol 9: 1236. 10.3389/fphys.2018.0123630405423PMC6196129

[70] Browning L, Patel MR, Horvath EB, Tawara K, Jorcyk CL (2018) IL-6 and ovarian cancer: Inflammatory cytokines in promotion of metastasis. Cancer Manag Res 10: 6685–6693. 10.2147/CMAR.S17918930584363PMC6287645

[71] Fernando RI, Castillo MD, Litzinger M, Hamilton DH, Palena C (2011) IL-8 signaling plays a critical role in the epithelial-mesenchymal transition of human carcinoma cells. Cancer Res 71: 5296–5306. 10.1158/0008-5472.CAN-11-015621653678PMC3148346

[72] Li R, Ong SL, Tran LM, Jing Z, Liu B, Park SJ, Huang ZL, Walser TC, Heinrich EL, Lee G, (2020) Chronic IL-1β-induced inflammation regulates epithelial-to-mesenchymal transition memory phenotypes via epigenetic modifications in non-small cell lung cancer. Sci Rep 10: 377. 10.1038/s41598-019-57285-y31941995PMC6962381

[73] Long H, Xiang T, Qi W, Huang J, Chen J, He L, Liang Z, Guo B, Li Y, Xie R, (2015) CD133+ ovarian cancer stem-like cells promote non-stem cancer cell metastasis via CCL5 induced epithelial-mesenchymal transition. Oncotarget 6: 5846–5859. 10.18632/oncotarget.346225788271PMC4467406

[74] Yue X, Zhao Y, Zhang C, Li J, Liu Z, Liu J, Hu W (2016) Leukemia inhibitory factor promotes EMT through STAT3-dependent miR-21 induction. Oncotarget 7: 3777–3790. 10.18632/oncotarget.675626716902PMC4826169

[75] Brown RD, Jones GM, Laird RE, Hudson P, Long CS (2007) Cytokines regulate matrix metalloproteinases and migration in cardiac fibroblasts. Biochem Biophys Res Commun 362: 200–205. 10.1016/j.bbrc.2007.08.00317706606PMC2017114

[76] Morein D, Erlichman N, Ben-Baruch A (2020) Beyond cell motility: The expanding roles of chemokines and their receptors in malignancy. Front Immunol 11: 952. 10.3389/fimmu.2020.0095232582148PMC7287041

[77] Tasaki K, Shintani Y, Saotome T, Andoh A, Fujiyama Y, Hozawa S, Bamba T (2003) Pro-inflammatory cytokine-induced matrix metalloproteinase-1 (MMP-1) secretion in human pancreatic periacinar myofibroblasts. Pancreatology 3: 414–421. 10.1159/00007388914526152

[78] Tulotta C, Lefley DV, Freeman K, Gregory WM, Hanby AM, Heath PR, Nutter F, Wilkinson JM, Spicer-Hadlington AR, Liu X, (2019) Endogenous production of IL1B by breast cancer cells drives metastasis and colonization of the bone microenvironment. Clin Cancer Res 25: 2769–2782. 10.1158/1078-0432.CCR-18-220230670488

[79] Wu TC, Xu K, Martinek J, Young RR, Banchereau R, George J, Turner J, Kim KI, Zurawski S, Wang X, (2018) IL1 receptor antagonist controls transcriptional signature of inflammation in patients with metastatic breast cancer. Cancer Res 78: 5243–5258. 10.1158/0008-5472.CAN-18-041330012670PMC6391892

[80] Zhou J, Tulotta C, Ottewell PD (2022) IL-1β in breast cancer bone metastasis. Expert Rev Mol Med 24: e11. 10.1017/erm.2022.435227338

[81] Lehmann W, Mossmann D, Kleemann J, Mock K, Meisinger C, Brummer T, Herr R, Brabletz S, Stemmler MP, Brabletz T (2016) ZEB1 turns into a transcriptional activator by interacting with YAP1 in aggressive cancer types. Nat Commun 7: 10498. 10.1038/ncomms1049826876920PMC4756710

[82] Mak TK, Li X, Huang H, Wu K, Huang Z, He Y, Zhang C (2022) The cancer-associated fibroblast-related signature predicts prognosis and indicates immune microenvironment infiltration in gastric cancer. Front Immunol 13: 951214. 10.3389/fimmu.2022.95121435967313PMC9372353

[83] Mhaidly R, Mechta-Grigoriou F (2021) Role of cancer-associated fibroblast subpopulations in immune infiltration, as a new means of treatment in cancer. Immunol Rev 302: 259–272. 10.1111/imr.1297834013544PMC8360036

[84] Kaukonen R, Jacquemet G, Hamidi H, Ivaska J (2017) Cell-derived matrices for studying cell proliferation and directional migration in a complex 3D microenvironment. Nat Protoc 12: 2376–2390. 10.1038/nprot.2017.10729048422

[85] Ershov D, Phan MS, Pylvanainen JW, Rigaud SU, Le Blanc L, Charles-Orszag A, Conway JRW, Laine RF, Roy NH, Bonazzi D, (2022) TrackMate 7: Integrating state-of-the-art segmentation algorithms into tracking pipelines. Nat Methods 19: 829–832. 10.1038/s41592-022-01507-135654950

[86] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[87] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013) Integrative genomics viewer (IGV): High-performance genomics data visualization and exploration. Brief Bioinform 14: 178–192. 10.1093/bib/bbs01722517427PMC3603213

[88] McCarthy DJ, Chen Y, Smyth GK (2012) Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res 40: 4288–4297. 10.1093/nar/gks04222287627PMC3378882

[89] Langfelder P, Horvath S (2008) WGCNA: An R package for weighted correlation network analysis. BMC Bioinformatics 9: 559. 10.1186/1471-2105-9-55919114008PMC2631488

[90] Bastian M, Heymann S, Mesirov JP (2009) Gephi: An open source software for exploring and manipulating networks. International AAAI Conference on Weblogs and Social Media, Vol. 3, pp 361–362. San Jose, CA: ICWSM 2009.

How the deposited data were processed for this re-analysis (not part of the article)

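RNA-seq of BT549 cells was analysed from 6 libraries, 3 from cells transfected with NC siRNA and 3 from cells transfected with BNC2 siRNA (20 nM siRNA, RNA prepared 6 d after transfection). The condition and replicate of each library were taken from the sample labels, which match the methods. The authors isolated poly(A) RNA, sequenced it as single-end reads and aligned these with STAR to hg19 with the iGenomes UCSC annotation. STAR's gene counts hold uniquely mapped reads that overlap 1 gene. The authors deposited these counts as a table of the whole series and as a table per library, without normalisation, and in each of the 23346 genes the table of the series equals the column of the library tables that counts the reverse strand. The library tables also hold reads assigned to no gene, which were left out of library sizes and tests. They made up 37.7% to 41.1% of the reads of a library, and consisted mostly of reads on no annotated exon of the counted strand (25.1% to 27.2% of the reads) and reads mapping to multiple places (8.68% to 9.71%). Reads shared between near-identical genes are therefore missing from the counts rather than split. RNA-seq of mesHMLE cells, the patient cohorts and the qRT-PCR data of the paper were not analysed here.

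From the counts, R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 was used. Genes with more than 1 CPM in at least 3 of the 6 libraries were kept, which left 12186 genes. Libraries were scaled with TMM, for which the factors lay between 0.972 and 1.04, and groups were compared with edgeR's quasi-likelihood test without a replicate block. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05. The standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic. CPM values are TMM-normalised. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p-value below 0.1, so adjusted p-values come from the model fitted across all genes. The totals of 16093978 to 18246254 counts per library mean that 3 counts, the number that a count of 0 allows, are well below 1 CPM. Where each library of a group had at most 3 counts, the fold change is given as a limit against 3 counts. Such limits, and counts in general, cover counting error only.

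The scripts were tested on counts simulated from these libraries, in which 200 genes were drawn to change 2-fold, of which 199 were among the 12055 genes tested. The quasi-likelihood test recovered 190 of them (95.5%) with 13 false calls, which is 6.40% of its calls. Few genes changed in the simulation, whereas most genes tested were called in the real libraries. These rates therefore need not hold for the real libraries.

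Gene sets were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 6 sets: the collagen and MMP families by symbol, the genes of Fig 4E, the epithelial and mesenchymal genes of Fig 2F as far as they could be read, and the cytokine genes of Fig S12C. BNC2, the target, was left out of the mesenchymal list. The lists of Fig 4F, Fig S12A and Fig S12B were counted gene by gene. Results of some single genes are not reported here. The rule for naming genes took those the paper names for the RNA-seq or measures by qRT-PCR in BT549 cells in its text, Fig 2A, Fig 4D, Fig 4F or Fig S12, and the 5 largest rises and 5 largest falls among genes called, without overlap between the groups and with a mean of at least 5 CPM in the higher group. These are ARHGAP9, EXPH5, SEMA7A, COL12A1 and COL5A1, and IL1B, PI3, SBSN, GDF15 and PLAT. The sets, this rule and the alternatives were fixed before the data were examined. Other genes, such as further members of these lists and families, a neighbour of ARHGAP9 and genes with large changes outside the lists, were named after the gene results had been seen. The alternatives were edgeR's likelihood ratio test (the test of the paper), DESeq2, DESeq2's size factors, scaling by total counts only, no filter on low counts, edgeR's filterByExpr, a replicate block, counts of both strands, leaving out each library in turn, fry, camera with an estimated correlation, and keeping BNC2 in its list. Without the low-count filter, genes with at least 1 count in total were tested, 18121 in number. Where 1 library was left out, the filter asked for as many libraries as the smaller group then held. These fits tested 12292 to 12353 genes.

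Lists of interferon-stimulated genes (24 genes), sterol and fatty-acid synthesis genes (28 genes) and cell cycle genes (32 genes) were written after the gene results had been seen but before the lists were tested. Positions, transcript lengths, GC content and 3′ UTRs come from GENCODE release 44 mapped to GRCh37, the assembly of hg19. A symbol was matched for 96.98% of the genes tested, with older symbols matched through a RefSeq table, and a 3′ UTR for 94.6%. Ontology enrichment and Gene Set Enrichment Analysis need gene collections that were not used here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6 was used for the checks on annotation.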

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

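The tests of both patterns below were chosen after the patterns had been seen, and before the values the tests measure. The paper discusses neither pattern.

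ARHGAP9 had the largest rise among the genes named by rule, and it belongs to no gene list of the paper. It had at most 3 counts in each NC siRNA library and 8.34 ± 1.20 CPM (SD, n = 3) in the BNC2 siRNA libraries, so it was at least 48.3-fold higher. The gene lies on the minus strand of chromosome 12 of GRCh37 from 57866047 to 57882597. If the reads came from higher transcription of the next tested gene upstream on the same strand, DDIT3, running on, DDIT3 would rise as well. DDIT3, which is 27774 bp away, fell (log2 fold change -1.29, adjusted p = 9.6e-08), which argues against that source of the reads. Leaving out each library in turn, the fitted log2 fold change stayed between 6.13 and 6.99. A response to BNC2 knockdown, an effect of the BNC2 siRNAs on other transcripts, and transcription that runs on from DDIT3 all stay open as explanations.

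Reads antisense to annotated genes, which the authors' counting left out, differed between the groups. They made up 2.12% ± 0.0298 (SD, n = 3) of the reads on genes in the NC siRNA libraries and 1.68% ± 0.151 (SD, n = 3) in the BNC2 siRNA libraries, and each NC siRNA library lay above each BNC2 siRNA library. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1. Genes that overlap on opposite strands do not account for it: over 10124 genes without an annotated gene on the opposite strand, the share was 1.05% to 1.12% in the NC siRNA libraries and 0.604% to 0.886% in the BNC2 siRNA libraries. Among the 500 most abundant of these genes, the median number of antisense reads per 100 sense reads was 0.728 to 0.786 in the NC siRNA libraries and 0.378 to 0.611 in the BNC2 siRNA libraries. This is consistent with a less strand-specific library preparation in the NC siRNA libraries. Genes with at least 1 count were also more numerous in the NC siRNA libraries (15886 to 15994) than in the BNC2 siRNA libraries (14873 to 15167), at similar totals. Neither the paper nor the labels name a library batch, and the methods state that libraries were pooled before sequencing. A difference in preparation that follows the groups cannot be told apart from the siRNA by these 6 libraries. A biological difference in antisense transcription was not tested. With the reads of both strands counted, 8947 genes were called in place of 8879, and 8734 of them were also called on one strand, which does not test a difference in preparation.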

How the results depend on the processing

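Of 1602 comparisons of a result with an alternative, over 122 results and 17 alternatives, 1572 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. Of the others 5 were counts that moved, 11 were weaker, 5 were stronger and 9 were reversed.

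The number of genes called was between 8338 (without BNC2 siRNA replicate 2) and 9662 (without a filter on low counts), against 8879. With edgeR's likelihood ratio test it was 8992 and with DESeq2 8514, and 8869 and 8511 of these genes were called by the quasi-likelihood test as well. No gene called under both had opposite signs in any alternative on the same counts, and 3 had when both strands were counted. Scaling by total counts only moved the median log2 fold change of all genes from 0.0014 to -0.07 and the share of called genes that rose from 50.2% to 44.5%. The genes that changed more than 3-fold numbered 874, and 867 (total counts only) to 1011 (filterByExpr) under the alternatives that keep a filter. Without a filter there were 1563, and the genes that changed at least 4-fold rose from 480 to 1060. There 18121 genes are tested, and those added have few counts. Of the 874 genes, 856 were also called at more than 3-fold without the filter.

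The fall of BNC2 lay between -0.72 and -0.54 (log2) across the alternatives, with both ends reached by leaving out 1 NC siRNA library. The 6 collagens and 5 MMPs of Fig 4F were called in the same direction in each alternative run on them. These lists and the set tests were not run on the reads of both strands. The collagen family, the MMP family, the Fig 4E genes and the cytokine genes stayed shifted in the same direction in each alternative run on them, with adjusted p-values of at most 0.0248, 0.0196, 0.0196 and 0.0094, all of which came from camera with an estimated correlation. The epithelial genes were called as lower by fry (adjusted p = 0.0086), whereas the other alternatives gave adjusted p-values of 0.687 to 0.919. Fry tests a net shift of the members on their own, and camera a shift relative to the other genes. The mesenchymal genes passed the threshold in none of the alternatives run on them (adjusted p-values of 0.100 to 0.930), with or without BNC2 in the list.

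The reversed results were genes that were not called, with values near 0. COL11A2 was at -0.0066 with total counts only, and SERPINH1 at 0.011 without a filter on low counts. Across the 6 fits that each left out 1 library, COL11A2 ranged from -0.036 to 0.16, SERPINH1 from -0.041 to 0.017, SEMA3B from -0.036 to 0.82, SEMA4G from -0.026 to 0.23, PLXNB3 from -0.095 to 0.023 and MMP11 from -0.22 to 0.061. The cause was not tested. SEMA3B had 0.82 without NC siRNA replicate 1, which was then called, and -0.036 without NC siRNA replicate 2. MATN1 and PLXNA3 lost their calls in 5 alternatives each, VIM lost its call with total counts only, and CD70 gained one in 3 alternatives.

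Replicate numbers are shared between the groups in the labels, but same-numbered libraries did not vary together. Deviations from the group means of same-numbered libraries correlated by -0.393, -0.144 and -0.212 over 10296 genes. Between differently numbered libraries of the groups the highest correlation was 0.341, and a pairing under another numbering was not tested. With the replicate number as a block, 8400 genes were called, 873 of the 874 genes stayed past 3-fold, and no call on the lists of Fig 4F, Fig S12A or Fig S12B changed in number.

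The real grouping was 1 of 10 possible splits of the 6 libraries into 3 and 3, and only 1 split, the real one, gave as many genes called, as many past 3-fold, as many past 4-fold, or as small a camera p-value for the collagen family, the MMP family, the Fig 4E genes or the cytokine genes. For the epithelial genes 5 of the 10 splits gave a camera p-value as small, and for the mesenchymal genes 7. With 10 splits a share cannot fall below 0.1. The other 9 splits called 0 genes at the adjusted threshold and at most 138 at an unadjusted p under 0.05. Their unadjusted camera p-values were nevertheless small, at 1.3e-05 to 0.0107 for the collagen family and 2.6e-06 to 0.00080 for the Fig 4E genes. For the cytokine genes they were 2.0e-05 to 0.032, and for the MMP family 0.0058 to 0.272. Each of the other 9 splits mixes the groups unequally, so it keeps part of the real difference and adds the rest to the spread. Neither their small camera p-values nor their 0 genes called can therefore show how the tests behave without a difference. Depth limits the weakly expressed genes: when 1 library was left out at a time, DCN lay between -4.79 and -3.34 (log2) and PLXNC1 between -3.63 and -2.44.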

Differences from the paper's values

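The paper's log2 fold changes read by eye from Fig 4D and Fig S12 (MMP1, MMP9, COL5A1, SEMA7A, PLAT, LIF and IL8) were within the spread of the replicates here. For IL8 (about -4.2 in Fig S12C, -4.23 here) this did not hold with total counts only (-4.31), without NC siRNA replicate 1 (-4.26) or without BNC2 siRNA replicate 2 (-4.25). The other values compared are from qRT-PCR of BT549 cells in Fig 2A and Fig 4G, a different assay. For Fig 2A the paper states 2 rounds of transfection, whereas its methods do not state how many the RNA-seq cultures had. The RNA-seq value is the ratio of the BNC2 siRNA to the NC siRNA level. For the genes that follow, each of the 13 alternatives that give a value for single genes also differed from the paper's value, unless one is named.

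In Fig 2A, read by eye, the level of BNC2 relative to control is about 0.2, and in the RNA-seq it was 0.646 (0.609 to 0.686 across the alternatives). ZEB2 is at about 0.7 in Fig 2A against 0.430 here, and CDH2 at about 1.5 against 2.57. ZEB1 is at about 0.7 in Fig 2A, below control, against 1.27 here, above control. FN1 is at about 0.65, below control, against 1.31 here, above control. None of these alternatives closed these gaps.

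In Fig 4G, read by eye, COL1A2 is at about 2.3 times control against 3.92 here, COL5A1 at about 4.4 against 12.8, and COL12A1 at about 5.0 against 13.0. COL3A1 is at about 2.5 against 3.76 here. With DESeq2, with DESeq2's size factors, with total counts only and without NC siRNA replicate 3, the value of COL3A1 fell within 1.5 times the paper's. COL4A1 is at about 4.5 against 2.91 here, and only without NC siRNA replicate 1 (3.17) did it fall within 1.5 times. MMP1 is at about 0.1 of control against 0.0203 here, and MMP3 at about 0.7 against 0.0685. COL5A2, at about 2.9 in Fig 4G against 4.31 here, was within 1.5 times in the RNA-seq as analysed, but not in 3 of the 13 alternatives, and VIM, at about 1.1 in Fig 2A against 1.13, did not differ in any. None of these alternatives closed the gaps of COL1A2, COL5A1, COL12A1, MMP1 and MMP3.

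Read by eye from a small picture, the panels of Fig 4A appear to be marked as up for receptor ligand activity and TNF signalling and as down for collagen and ECM ontologies. This reading is not certain. In the counts the cytokine genes of Fig S12C fell, with 19 of 24 lower, and the collagen genes rose, with 18 of 21 tested genes higher, as in the heat map of Fig 4C and in Fig 4F. The paper's text speaks of type I collagen genes as up-regulated, which holds for COL1A2, whereas COL1A1 fell (log2 fold change -0.78).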

Other observations

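The tests below were chosen after the results they concern had been seen, apart from the test of the siRNA seeds on all genes and that of gene length and GC content on the collagen genes.

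The 2 genes of type I collagen moved apart, COL1A1 down (log2 fold change -0.78) and COL1A2 up (log2 fold change 1.97). COL1A1 has a GC content of 61.5% and COL1A2 of 41.7%. Over all genes, GC content and transcript length accounted for 3.03% of the variance of the log2 fold changes. With this trend removed, COL1A1 was still at -0.75 and COL1A2 at 1.90, and with reads of both strands counted COL1A1 was at -0.78, so neither gene composition nor counting on one strand accounts for the split. The rise of the collagen family was also not changed by the removal of the trend, with a median of 1.14 after it against 0.06 for all genes. A biological difference in the control of the 2 genes was not tested.

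The guide strands of the BNC2 siRNAs could silence other transcripts through matches of their seeds to 3′ UTRs. Genes with a match to any of the 3 seeds had a median log2 fold change 0.0648 above that of genes without. Shuffled seeds gave 0.084 to 0.137 (200 shuffles, 95% range), and in 0 of 200 shuffles was the difference as low. Seeds thus fit a small downward shift. The seed of siRNA 3 gave a difference of -0.10, that of siRNA 2 gave 0.02, with 0 of 200 shuffles as low for each, and that of siRNA 1 was within its shuffles (46 of 200 as low). The seed of the NC siRNA was also within its shuffles (119 of 200 as low). Of the 539 genes lowered more than 3-fold that have a 3′ UTR, 136 (25.2%) have a match, against 26.9% of all genes, so direct seed matches do not account for most of the large falls. The share relative to all genes was higher than in all but 3 of 200 shuffles, so a small part of the large falls may still come from seeds. Indirect effects of such targets stay open, and so do the passenger strands, which were not tested.

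A response to transfected siRNA or a change in proliferation could also lie behind part of the changes. Of 19 tested interferon-stimulated genes 9 rose and 5 fell (camera, adjusted p = 0.343 over the 3 lists; 0.775 with the estimated correlation; fry, 0.013). Of 32 cell cycle genes 9 rose and 9 fell, with log2 fold changes between -0.48 and 0.63 (camera, adjusted p = 0.790; 0.775 with the estimated correlation; fry, 0.043). Because the tests disagree and members went both ways, these lists do not decide either explanation.

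SCD, a gene outside the paper's lists and chosen after its values were seen, rose from 1847 ± 78.2 CPM (SD, n = 3) to 5176 ± 160.2 CPM (SD, n = 3) (log2 fold change 1.49). As a hypothesis, sterol and fatty-acid synthesis genes rise together. Of 28 such genes 21 were up-regulated and 4 down-regulated, with a median log2 fold change of 0.53 (camera, adjusted p = 4.1e-05; fry, 1.5e-05). With the estimated correlation the adjusted p was 0.0554, so the shift does not pass the threshold there. The list was drawn up after SCD had been seen to rise, and does not hold it.

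Other large changes that the paper does not discuss, also chosen after their values were seen, were those of FTH1, which fell from 6989 ± 297 to 1467 ± 59.6 CPM (log2 fold change -2.25), and KIAA1199, which fell from 560.2 ± 42.8 to 11.7 ± 1.86 CPM (log2 fold change -5.58). PI3 and SBSN, among the 5 largest falls, had at most 3 counts in each BNC2 siRNA library and were at least 117-fold and at least 56.1-fold lower. No explanation was tested for these genes.

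Neighbouring genes tended to change in the same direction, by little. Across 10139 pairs of neighbours, Spearman's rho of their log2 fold changes was 0.0798, while the largest of 1000 shuffles was 0.0276 (permutation test, p = 0.001, the smallest that 1000 shuffles can give). It was 0.0925 over 5384 pairs on the same strand and 0.065 over 4755 pairs on opposite strands. The correlation is across genes, which are not independent replicates. MALAT1 took 1.79%, 2.19% and 2.63% of the counts in NC siRNA replicates 1, 2 and 3, and 1.15% to 1.33% in the BNC2 siRNA libraries.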
